# Interleukin-17 directly stimulates tumor infiltrating Tregs to prevent cancer development

**DOI:** 10.3389/fimmu.2024.1408710

**Published:** 2024-06-14

**Authors:** William C. Theune, Ju Chen, Eileen Victoria Theune, Xiaoyang Ye, Antoine Ménoret, Anthony T. Vella, Kepeng Wang

**Keywords:** interleukin-17, regulatory T cells, colorectal cancer, RNA splicing, inflammation

## Abstract

**Background:**

Interleukin-17 (IL-17) family cytokines promote protective inflammation for pathogen resistance, but also facilitate autoimmunity and tumor development. A direct signal of IL-17 to regulatory T cells (Tregs) has not been reported and may help explain these dichotomous responses.

**Methods:**

We generated a conditional knockout of *Il17ra* in Tregs by crossing *Foxp3-YFP-Cre* mice to *Il17ra-flox* mice (*Il17ra* ^ΔTreg^ mice). Subsequently, we adoptively transferred bone marrow cells from *Il17ra* ^ΔTreg^ mice to a mouse model of sporadic colorectal cancer (*Cdx2-Cre* ^+^/*Apc* ^F/+^), to selectively ablate IL-17 direct signaling on Tregs in colorectal cancer. Single cell RNA sequencing and bulk RNA sequencing were performed on purified Tregs from mouse colorectal tumors, and compared to those of human tumor infiltrating Treg cells.

**Results:**

IL-17 Receptor A (IL-17RA) is expressed in Tregs that reside in mouse mesenteric lymph nodes and colon tumors. Ablation of IL-17RA, specifically in Tregs, resulted in increased Th17 cells, and exacerbated tumor development. Mechanistically, tumor-infiltrating Tregs exhibit a unique gene signature that is linked to their activation, maturation, and suppression function, and this signature is in part supported by the direct signaling of IL-17 to Tregs. To study pathways of Treg programming, we found that loss of IL-17RA in tumor Tregs resulted in reduced RNA splicing, and downregulation of several RNA binding proteins that are known to regulate alternative splicing and promote Treg function.

**Conclusion:**

IL-17 directly signals to Tregs and promotes their maturation and function. This signaling pathway constitutes a negative feedback loop that controls cancer-promoting inflammation in CRC.

## 1 Introduction

Chronic inflammation is a key driver of tumor development and contributes to approximately one-fifth of all human cancers (1). Patients with inflammatory bowel diseases (IBDs), such as ulcerative colitis (2) and Crohn’s disease (3) have an increased risk of colorectal cancer (CRC). Considerable evidence has demonstrated that the balance between regulatory T cell (Treg) and effector T cell populations are key to the pathogenesis of IBDs and other autoimmune disorders (4). In particular, the presence of Tregs is important for the maintenance of gut homeostasis and resistance to induced colitis in mice (5). Antibody depletion or genetic ablation of IL-2RA (CD25), a marker and functional moiety of Tregs, leads to reduced Treg number and suppressive function, and the development of lethal autoimmunity in these mice (6, 7). Ablation of IL-10, either globally or specifically in T cells, results in severe colitis and spontaneous development of colonic tumors (8–10). Similarly, loss of *Ebi3*, one of the two chains of dimeric cytokine IL-35, on T cells, induces colitis in mice (11). Treg-specific ablation of IL-35 reduced their suppressive function and rendered them ineffective in ameliorating IBD (12). Tregs are known to suppress Th17-mediated inflammation, as *Ebi3* knockout mice exhibit a significant increase in Th17 cell populations, and recombinant IL-35 treatment reduced Th17 differentiation and function (11). Patients with IBDs confirm that an increase in Th17 cell number occurs commensurate with a reduction in Tregs (13).

Interleukin-17 (IL-17) family cytokines are proinflammatory cytokines that promote tumor development in multiple organs (14). IL-17 members include IL-17A- F and bind to both the canonical IL-17 receptors IL-17RA, B, C, D, and E, as well as the noncanonical receptor CD93 (15, 16). Engagement of IL-17 activates mitogen-activated protein kinases (MAPK), nuclear factor-kappa B (NF-κB) and CCAAT-enhancer binding protein (C/EBP) through adaptor proteins ACT1 and TRAF6 (17, 18). IL-17 family cytokines signal to diverse cellular targets, including epithelial cells, fibroblasts, and myeloid cells (15, 18). In CRC, IL-17 promotes cancer progression in transformed epithelial cells in sporadic and induced colorectal cancer models (19, 20). Ablation of IL-17RA, the common receptor of IL-17 family cytokines, in tumor cells, leads to a significant reduction in the number of tumors within the mouse colon (19, 21). This pro-tumor role of IL-17RA is activated mainly by IL-17A, C, and F, whose ablation reduced tumor development in the gut (20, 22, 23). The direct impact of IL-17 on T cells is less known, except for the signaling of IL-17C through IL-17RE on Th17 cells that potentiates a Th17 response and exacerbates autoimmunity (24). To our knowledge, there is no report on direct signaling of IL-17 on other T cells, such as Tregs. Therefore, the understanding of an IL-17-Treg interaction is limited to the role of Tregs in suppressing inflammation, and the indirect role of IL-17 in regulating Treg function by impacting other cell lineages.

To test if IL-17 directly impacts Treg function, we employed a Treg-specific Cre line *Foxp3-YFP-Cre*, and crossed it to *Il17ra* ^F/F^ mice, to selectively ablate IL-17 signaling in Tregs. Further, we grafted bone marrow cells from these mice to a mouse model of sporadic CRC. Under this scheme and using scRNAseq, we interrogated the distribution of IL-17RA and its co-receptors in Tregs from colorectal tumors and draining lymph nodes, and demonstrated that IL-17 directly signals to tumor-infiltrating Tregs to support their immune suppressive function. This result highlights the potential utility of this axis in the treatment of CRC.

## 2 Materials and methods

### 2.1 Animal models

C57BL/6, *Apc^F/F^* (25), *Cdx2-Cre* (26) and *Foxp3-YFP-Cre* mice were obtained from the Jackson Laboratory. *Il17ra* ^F/F^ mice (19) were obtained from Dr. Michael Karin’s laboratory at the University of California, San Diego.

To generate the mouse model of sporadic CRC, *Cdx2-Cre* and *Apc^F/F^* mice were crossed to generate *Cdx2-Cre^+^*/*Apc* ^F/+^ mice. These mice were sacrificed at around 5 months of age for tumor analyses. The mouse colon was dissected, and colorectal tumors were measured with a caliper and excised with scissors. Tumor load was represented as the sum of the diameters of all tumors from each animal. Statistical significance of tumor number, size, and load was determined by Student’s t test for pairwise comparison, with *p* value < 0.05 considered significant.

All mice were maintained in specific-pathogen-free conditions in filter-topped cages on autoclaved food and water at UConn Health. All experiments used co-housed, gender-matched littermates to ensure the consistency of common microflora. Both male and female mice were used for all experiments. All animal experiments were approved by the IACUC of UConn Health.

### 2.2 Bone marrow transplantation

Six- to eight-week-old recipient mice were irradiated twice in one day to achieve a lethal dose (2 x 600 rad) and intravenously injected with a single-cell suspension of 10^7^ donor bone marrow cells. Recipients were co-housed littermates, which were transplanted with both gene-deficient (*Foxp3-YFP-Cre* ^+^ */Il17ra^F/F^*) and control (*Foxp3-YFP-Cre* ^+^ */Il17ra^F/WT^*) bone marrow for comparison. After transplantation the recipients were placed on sulfamethoxazole and trimethoprim in drinking water for two weeks, followed by regular water. Mice were sacrificed and analyzed for tumor development 3-4 months after transplantation.

### 2.3 Flow cytometry and cell sorting

Mouse colorectal tumors were minced with scissors and digested with 1mg/kg collagenase IV (Sigma Aldrich, Cat # C5138) for 20 minutes. Cells were filtered with a 70-μm cell sieve, and stained with Live/Dead fixable exclusion dye (Tonbo Bioscience, Cat # 13-0868), followed by fluorochrome-conjugated antibodies in PBS with 2% fetal bovine serum (FBS) and 1mM EDTA. Anti-CD3 (Cat # 100206), anti-CD4 (Cat # 100536), anti-CD45 (Cat # 103138), anti-IFN-γ (Cat # 505808) and anti-IL-17A (Cat # 506904) antibodies were from Biolegend. Anti-Foxp3 (Cat # 11-5773-82) antibody was from eBioscience. Anti-CD8α antibody (Cat # 558106) was from BD Bioscience. For intracellular cytokine staining, cells were stimulated with Cell Stimulation Cocktail (eBioscience, Cat # 00-4975-93) for 4 hours, followed with fixation and staining with Foxp3/transcription factor staining buffer set (eBioscience, Cat # 00-5523-00). Flow cytometry analyses were performed on a BD LSRII flow cytometer. Cell sorting was performed on a BD FACS ARIA II high-speed cell sorter. Data was analyzed with FlowJo software. Statistical significance between groups was determined by Student’s t-test for pairwise comparison (*p* < 0.05).

### 2.4 qRT-PCR analysis

Total RNA was extracted with a RNeasy Plus kit (Qiagen, Cat # 74134) and reverse transcribed using an iScript kit (Biorad, Cat # 1708891). qRT-PCR was performed using SsoAdvanced Universal SYBR Green Supermix (Biorad Cat # 1725275) on a Biorad CFX96 machine. Expression data were normalized to *Rpl32* mRNA levels. The data were calculated as 2^(Ct(RPL32-gene of interest))^ to compare experimental groups to controls, and are presented in arbitrary units. Students’ t test (*p* < 0.05) for pairwise comparison was used to determine significance. Primer sequences are listed in **Table 1**. Whenever possible, primers were intron-spanning, such that amplification is feasible on complementary DNA.

**Table 1:** Primer sequence for qPCR.

Primer	Reverse	Forward
*Rpl32*	TTGTGAGCAATCTCAGCACA	GGGAGCAACAAGAAAACCAA
*Il17re*	CTCTGGAAGGATGCTGGTGT	GCCTACCGTGTGGATAAACG
*Foxp3*	CGTGGGAAGGTGCAGAGTAG	ACTGGGGTCTTCTCCCTCAA
*Rorc*	TGCAGGAGTAGGCCACATTAC	CCGCTGAGAGGGCTTCAC

### 2.5 iTreg differentiation *in vitro*

Naïve T cells were purified from C57BL/6 mouse spleen using EasySep™ Mouse Naïve CD4+ T Cell Isolation Kit (Cat # 19765) from STEMCELL Technologies. 6 x 10^5^ Naïve T cells were cultured with anti-CD3 monoclonal antibodies (2 μg/mL, coated) and anti-CD28 monoclonal antibodies (2 μg/mL, soluble) in a 24-well plate. To induce differentiation of Treg cells, TGF-β (10 ng/mL, PeproTech) and IL-2 (20 ng/mL, PeproTech) were added to the mouse cell culture media with 10% FBS for 72 h, followed by the treatment of 5 ng/mL IL-2 with or without 50 ng/mL IL-6 for 24h. Cells were harvested for q-RT-PCR analysis.

### 2.6 Single-cell RNA-Seq data processing and analysis

Bone marrow cells from *Foxp3-YFP-Cre^+^/Il17ra* ^F/F^ (KO) and *Foxp3-YFP-Cre^+^/Il17ra* ^F/+^ (WT control) mice were adoptively transferred into 6-8-week-old *Cdx2-Cre^+^*/*Apc* ^F/+^ mice. Bone marrow recipient mice were then sacrificed at 5 months of age, and their mesenteric lymph nodes (MLN) and tumors were digested with 1 mg/ml collagenase IV for 20 minutes. Cells were filtered with a 70-μm cell sieve and stained with Live/Dead fixable exclusion dye, followed by fluorochrome-conjugated antibodies in PBS with 2% fetal bovine serum (FBS) and 1mM EDTA. Live/CD45^+^/CD3^+^/CD4^+^/YFP^+^ cells were sorted and loaded for capture using the Chromium System with single-cell 3’ reagent kit v2 from 10X Genomics. After capture and lysis, cDNA synthesis and amplification were performed according to manufacturer protocol. Amplified cDNA was used to construct the Illumina sequencing library and sequenced on the NovaSeq 6000. Illumina basecall (.bcl) files were converted to FASTQ using bcl2fastq from the CellRanger pipeline. Fastq files were aligned to the mm39 mouse reference genome and transcriptome and cell-counts matrices were generated using 10x Genomics CellRanger v7.0 with default parameters. Single-cell RNA sequencing cell-counts matrices were analyzed using Seurat v4.3 (27) with RStudio v4.2. A merged Seurat object was generated, and QC was performed; retaining cells with >= 500 genes and <= 30% reads mapping to mitochondrial genes. Gene expression was normalized, scaled and dimensionality reduction was performed. UMAPs of clusters, experimental conditions and IL-17 receptor gene expression were generated using Seurat’s FeaturePlot function and the R package ggplot2. Dotplots, barplots and heatmaps were generated using the R package ggplot2. Differential gene expression was determined using Seurat’s FindMarkers function (adjusted *p*-value < 0.05, log2 Fold Change >= 0.25, min.pct >= 0.1).

### 2.7 Analysis of RNA velocity in scRNAseq data

RNA velocity in CRC Tregs from the MLN and tumor were analyzed using Velocyto (28). The output from CellRanger was analyzed using the run10x function from Velocyto with the GenCode mm39 primary assembly transcriptome and mm39 repeat masker file from the UCSC genome browser with all parameters as default. Using the loom file output from Velocyto, the trajectory UMAP of merged data was generated using the scVelo stochastic model (29) with the python modules scanpy v1.9.6 and scvelo v0.2.5.

### 2.8 Pathway enrichment analysis

Genes which were significantly differentially expressed (log2 Fold Change >= 0.25, min.pct >= 0.1, adjusted *p*-value < 0.05) were subject to pathway enrichment analysis using the R packages gprofiler2 (30), clusterProfiler (31), and enrichplot. Enrichment was conducted using the Gene Ontology database as the pathway source. Pathways with a fold enrichment >= 2 were rank sorted based on their significance (adjusted *p*-value < 0.05) and the top 20 enriched pathways were plotted as a barplot using ggplot2. The gene network of a subset of pathways was generated using the cnetplot function from enrichplot along with ggplot2.

### 2.9 Analysis of human scRNAseq datasets

All human scRNAseq datasets were obtained from the Gene Expression Omnibus (GEO). Pancreatic cancer data (32) was obtained from the GEO accession number GSE155698. Melanoma data (33) was obtained from GSE239750. Triple-negative breast cancer data (34) was obtained from GSE169246. Liver cancer data (35) was obtained from GSE98638. Non-small cell lung cancer data (36) was obtained from GSE99254. Colorectal cancer data (37) was obtained from GSE178341. Counts-matrices were merged, gene expression was normalized and scaled, and Tregs were subset according to the original author specification, where available, with confirmation by expression of *Foxp3* in all cells. Conditions for each dataset (i.e. tumor, adjacent normal tissue, peripheral blood, etc.) were determined based on the original manuscripts’ specifications. The tumor Treg signature was generated by calculating the mean and standard error of the mean for the sum value of genes *GADD45B, RGS2, NR4A1, TNFRSF9, CCL5, CXCR6, CREM, TNFRSF18*, and *TNFRSF4*. The heatmap of the individual genes comprising the Treg signature was generated using ggplot2. Differential gene expression was determined using Seurat’s FindMarkers function (adjusted *p*-value < 0.05, log2 Fold Change >= 0.25, min.pct >= 0.1).

### 2.10 Bulk RNA sequencing and analysis

Similar to single-cell sequencing described above, MLN and tumor-infiltrating Treg cells were sorted, and their RNA was isolated using Qiagen RNeasy Plus Mini Kit. cDNA libraries were generated for poly-A selected RNA using the Illumina TruSeq mRNA Library Kit. 100 bp paired end reads were sequenced on the Illumina NextSeq 550 v2.5. Paired end reads in fastq format were aligned to the mm39 mouse genome and transcriptome using Hisat2 (38). Transcripts were assembled, gtf files for all conditions were merged, and read coverage tables were generated using StringTie (39) v2.2.1. Read counts were extracted using the prepDE python script from Stringtie, and normalization, calculation of FPKM values, and differential expression analysis were performed using the R package DESeq2 (40) (adjusted *p*-value < 0.05). Bar plots, heat scatter plots and heatmaps were generated using ggplot2 and coefficient of determination was calculated using the stats R package. Differential isoform usage, and splicing event enrichment were analyzed using the R packages DexSeq and IsoformSwitchAnalyzeR (41) Differential isoform usages were calculated with a dIF absolute value >= 0.1 and an adjusted *p*-value < 0.05. Splicing event enrichment was calculated using the extractSplicingEnrichmentComparison function from the R package isoformswitchanalyzeR with default parameters (alpha=0.05, dIFcutoff=0.1).

### 2.11 Statistical analysis

Statistical methods for RNA sequencing data analyses are described in previous sections. Otherwise, data were analyzed by the Student’s t-test for pair-wise comparisons. p values less than 0.05 were considered significant.

## 3 Results

### 3.1 Tumor-infiltrating Tregs form unique clusters and are activated and immunosuppressive in colorectal tumors

IL-17 family cytokines signal to diverse cellular targets, including epithelial cells, fibroblasts, and myeloid cells (15, 18). A direct signaling of IL-17 on Tregs is unknown, but we contend that it may be important for the function of Tregs and development of tumors. To this end, *Foxp3-YFP-Cre* mice were crossed to *Il17ra* ^F/F^ mice to specifically ablate IL-17RA in Tregs (*Foxp3-YFP-Cre* ^+^/*Il17ra^F/F^* mice, hereby referred to as *Il17ra* ^ΔTreg^ mice). YFP transgene under the control of the *Foxp3* promoter also serves as a marker of Tregs *in vivo* and was used to gate these cells for flow cytometry and cell sorting. To investigate how *Il17ra* KO impacts Tregs in CRC, we adoptively transferred bone marrow cells from *Foxp3-YFP-Cre* ^+^/*Il17ra^F/+^* (control) and *Il17ra* ^ΔTreg^ mice into recipient mice that develop sporadic CRC (*Cdx2-Cre^+^*/*Apc* ^F/+^). These bone marrow recipient mice are herein referred to as “control CRC” and “*Il17ra* ^ΔTreg^ CRC” mice, respectively. 3.5 months after bone marrow transfer, control and *Il17ra* ^ΔTreg^ CRC mice were sacrificed, and Tregs were purified by cell sorting from the mesenteric lymph node (MLN) and colorectal tumors and subjected to single-cell RNA sequencing (scRNAseq) (**Figure 1A**). Unsupervised clustering of MLN and tumor Tregs revealed a total of 9 clusters within the merged dataset (**Figure 1B**). MLN Tregs were predominantly comprised of naïve, primed, and gut homing/tissue-infiltrating Tregs, while colorectal tumor contains tumor activated Tregs, proliferating Tregs and two tissue-resident immunosuppressive Treg clusters (**Figure 1C**). Treg clusters were named based on analysis of differentially expressed genes (**Figure 1D**): Naïve and primed Tregs in the MLN were marked by the expression of the transcription factor *Bach2*, which represses effector T cell programs and is required for maintaining naïve T cell state (**Figure 1D**) (42, 43). Following priming, Bach2 was downregulated, along with upregulation of activation markers *Lag3* (44), *CD44* (45), as well as gut homing signatures *Ccr9* (46) and *Itgae* (**Figure 1D**) (47, 48). In the tumor, Treg clusters displayed a gradual increase in the expression of secondary costimulatory receptor OX40 (*Tnfrsf9*) (49) and tissue resident Treg markers *Areg*, *Tff1* and *Penk* (**Figure 1D**) (50–52). The proliferating cluster, comprised of Tregs primed in the MLN and Tregs activated in the TME, was marked by expression of *Mki67*, *Stmn1* and *Top2a* (**Figure 1D**) (53–55). These data indicate distinct clustering of tumor infiltrating Tregs compared to Tregs in peripheral lymphoid tissues. To validate the progressive transcriptomic shift in Treg identity between clusters, we analyzed RNA velocity in the Treg subpopulations. RNA velocity infers the temporal dynamics of gene expression within a population based on the proportion of spliced versus unspliced transcripts, under the assumption that steady state cell identity will result in a higher proportion of spliced transcripts compared to cells undergoing dynamic shifts in cell identity. For example, differentiation or activation, will display an increased proportion of unspliced transcripts, as transcription precedes mRNA processing (29). RNA velocity revealed a global transcriptomic shift beginning with the naïve and primed Treg clusters in the MLN towards the proliferating and activated Treg subpopulations in the tumor, and finally towards the immunosuppressive tissue resident Treg clusters in the tumor (**Figure 1E**). These data demonstrate that naïve Tregs in the MLN undergo priming and transcriptomic changes allowing for their gut homing and infiltration of colon tumors. Once in the tumor, they are activated, proliferate, and undergo further maturation, allowing for their immunosuppressive function within the tumor microenvironment (TME).

**Figure 1:**
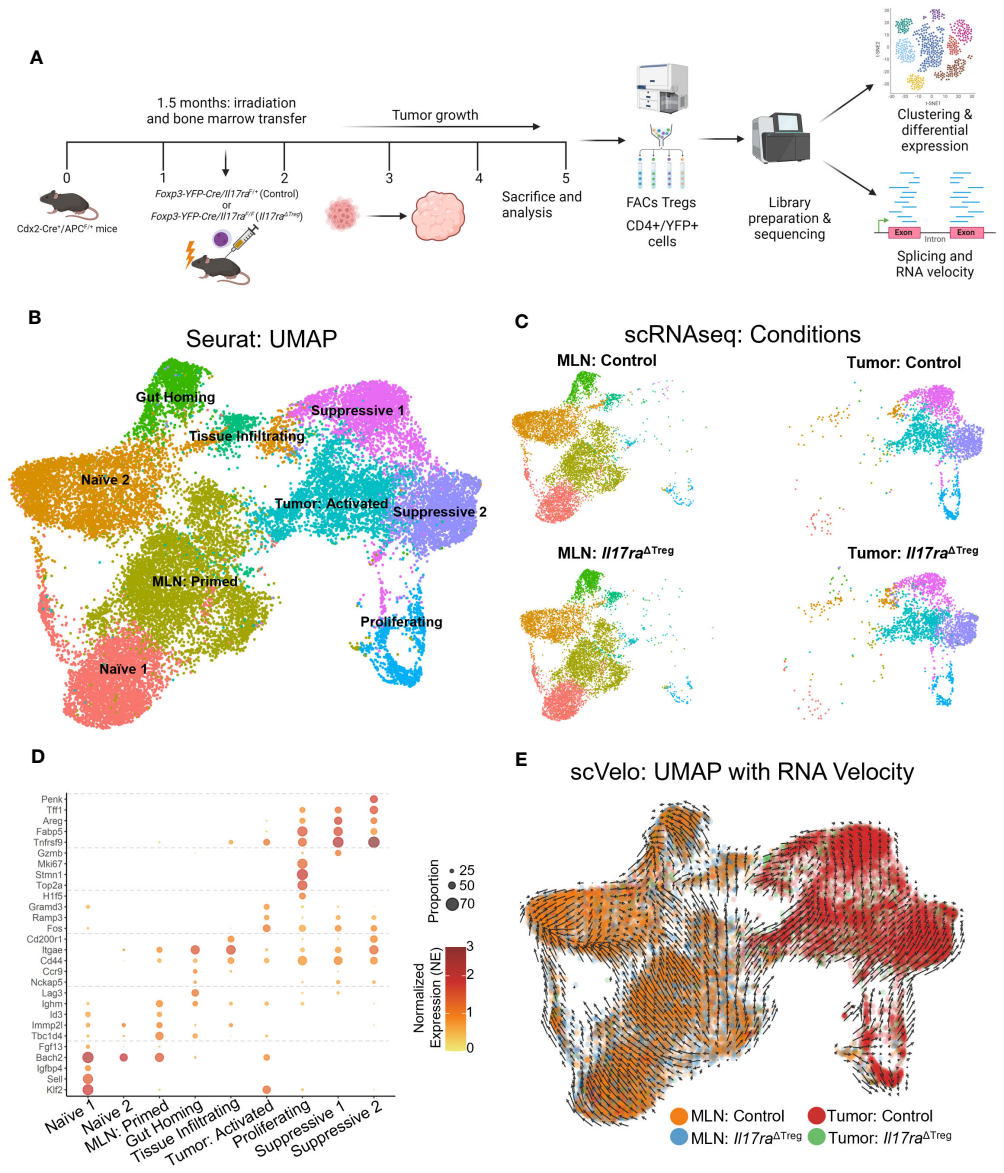
Tumor-infiltrating Tregs form distinct clusters compared to MLN Tregs. **(A)** Bone marrow cells from *Il17ra* ^ΔTreg^ and control mice were adoptively transferred into 6-8-week-old *Cdx2-Cre^+^*/*Apc* ^F/+^ mice. Bone marrow recipient mice were then sacrificed at 5 months of age, and their mesenteric lymph nodes (MLN) and tumors were dissociated and FACS purified for live/CD45^+^/CD3^+^/CD4^+^/YFP^+^ cells. These cells were then subjected to single-cell RNA sequencing analysis. **(B)** Uniform manifold approximation and projection (UMAP) with clustering analysis for Treg scRNAseq data. Tregs isolated from the four conditions were merged and analysis revealed a total of 9 clusters across the datasets. **(C)** UMAPs of Treg scRNAseq data split by conditions. **(D)** Gene markers for each of the 9 scRNAseq clusters. Two naïve Treg subsets, primed, gut homing and tumor-infiltrating subsets were observed in the MLN, as well as tumor activated, proliferating and tissue-resident suppressive Tregs were observed within the tumor. **(E)** Analysis of RNA velocity from scRNAseq datasets using Velocyto. Trajectory UMAP of merged data was generated using the stochastic model from scvelo.

### 3.2 IL-17 co-receptors are restricted to tumor-infiltrating Tregs

IL-17 mediated tumor-associated inflammation has been shown to promote tumor development in the gut (20, 22, 23). The IL-17 receptor is comprised of 5 currently identified members (14). IL-17RA forms heterodimers with the other IL-17 co-receptors to bind IL-17 ligands. For IL-17 to be able to directly signal to Tregs, these cells should express both IL-17RA and its co-receptors. Thus, we analyzed the expression of IL-17 receptor subunits within the Treg subpopulations. *Il17ra* was ubiquitously expressed throughout the Treg clusters in both the MLN and tumor (**Figure 2A**). IL-17RA interaction with IL-17RC allows binding of IL-17A, IL-17F, or the IL-17A/F heterodimer (56, 57). IL-17RA/IL-17RB heterodimer binds IL-17B and IL-17E, and IL-17RE interacts with IL-17RA to bind IL-17C (58, 59). Both *Il17re* and *Il17rc* were expressed within the proliferating and suppressive 1 clusters of tumor Tregs, whereas *Il17rb* was expressed within suppressive cluster 2 of the tumor Tregs (**Figure 2A**). IL-17RD, which can heterodimerize with IL-17RA to bind IL-17A, was not reasonably expressed in any clusters of the Treg scRNAseq data (**Figure 2A**) (60, 61). Additionally, the noncanonical IL-17 receptor gene *Cd93*, whose protein acts as a receptor for IL-17D, was not reasonably expressed in the Treg data (**Figure 2A**) (16). Examining the cells which could form functional IL-17 receptor heterodimers, based on co-expression of *Il17ra* with either *Il17rb/c/e*, suggested that while *Il17ra* was expressed throughout the Treg clusters, the tumor Treg clusters, specifically, suppressive 1, 2, and proliferating clusters, predominantly represented the cells capable of expressing the necessary co-receptors for IL-17 signaling (**Figures 2B, C**). We hypothesized that IL-17 receptors may be upregulated specifically in tumor infiltrating Tregs due to inflammatory signals in the TME. Amongst inflammatory cytokines within the TME, IL-6 is highly expressed in colorectal tumors and has been shown to promote Th17 differentiation and IL-17RE expression (24). To investigate whether IL-6 could contribute to the expression of *Il17re* on Tregs, we stimulated *in vitro* differentiated iTregs with IL-6. While *Foxp3* mRNA levels were unchanged following stimulation, we observed a significant *Il17re* upregulation (*p* < 0.001) as well as a modest, but statistically significant increase in the expression of *Rorc* (encoding RORγt) (*p* < 0.05) (**Figure 2D**). Thus, IL-6 secretion by inflammatory cells within the TME, may lead to the upregulation of co-receptors necessary for IL-17 signaling on Tregs.

**Figure 2:**
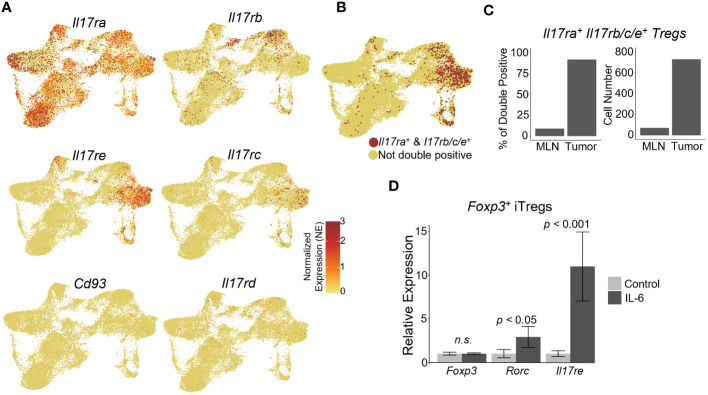
Tumor-infiltrating Tregs express IL-17 co-receptors necessary for sensing IL-17. **(A)** IL-17 receptor subunit gene expression analysis within scRNAseq data. *Il17ra* was expressed in both the MLN and Tumor subsets. *Il17rb, Il17rc*, and *Il17re* were enriched in the tumor. *Il17re* and *Il17rc* were expressed predominantly in suppressive cluster 1 and the proliferating cluster within the tumor, while *Il17rb* was expressed predominately in the suppressive cluster 2 and the tumor-infiltrating cluster. No robust expression of *Il17rd* or *Cd93* were observed. **(B)** UMAP of cells expressing functional Il17 receptor heterodimers with *Il17ra*: *Il17ra/rb, Il17ra/rc, Il17ra/re*. **(C)** Proportion and normalized cell number of double positive cells in the MLN and tumor. **(D)** Naïve CD4^+^ T cells were isolated from mouse spleens with a naïve T cell isolation kit from STEMCELL, and differentiated into iTreg cells for 3 days. Differentiated iTregs were subsequently stimulated with 50 ng/ml IL-6 for 24 hours, and their RNA were subjected to qRT-PCR analysis (*p*-value < 0.05, n= 3, student’s t test).

### 3.3 IL-17 enhances Treg maturation and suppression gene signatures

As the tumor-infiltrating Tregs represented the population capable of responding to IL-17 signaling, we next analyzed the genes differentially expressed between WT vs *Il17ra* KO Tregs from tumors of control and *Il17ra* ^ΔTreg^ CRC mice (**Figure 3A**). Pathway enrichment analysis of genes significantly differentially expressed (log2 fold change >= 0.25, adjusted *p*-value < 0.05, min.pct >= 0.1) revealed that *Il17ra* KO tumor Tregs exhibited an increase in pathways related to translation, metabolism, and survival, with a decrease in pathways related to T cell function, namely leukocyte differentiation, integrin binding, and chemokine signaling (**Figure 3B**). Several highlighted pathways in *Il17ra* KO tumor Tregs (**Figures 3C, D**) show the upregulation of multiple ribosomal subunits, mitochondrial genes related to oxidative phosphorylation, and pro-survival signaling (**Figure 3D**). Oxidative phosphorylation has been shown to be crucial for Treg survival, especially in low glucose, high lactate environments, such as the intestinal tract (62, 63). *Il17ra* KO tumor Tregs also displayed a downregulation in established IL-17 signaling-related genes which are important for Treg function, including *Junb* (64, 65)*, Stat3* (66, 67) and genes related to MAPK cascade (68, 69) (**Figure 3C**). Secondary costimulatory molecule genes upregulated following T cell activation, *Tnfrsf9* (4-1BB) (70, 71), *Tnfrsf4* (OX40) (49, 72, 73), and *Tnfrsf18* (GITR) (74) were also downregulated in *Il17ra* KO Tregs in the tumor (**Figure 3C**). Also downregulated were genes essential to Treg tissue homing and suppressive function including the αVβ8 integrin receptor genes *Itgav* and *Itgab* (75, 76), as well as CD81 (77) and the transcription factor *Nr4a3* (78) (**Figure 3C**). A full list of DEGs can be found in **Supplementary Table 1**. We also analyzed the subset of Tregs which express IL-17RA co-receptor genes *Il17rb/rc/re* (**Supplementary Figure 1A**) and found a similar pattern of upregulated and downregulated genes (**Supplementary Figure 1B**). Also included amongst these DEGs were suppression-associated genes *Ctla4* (79), *Gzmb* (80), *Ikzf2* (encoding the transcription factor Helios) (81) and *Tnfrsf18* (GITR) (82), tissue-resident Treg markers *Areg, Penk, Tff1, and Odc1*, and activation/maturation-associated genes *Tnfrsf4, Tnrfsf9, Mt1*, and *Got1* (**Supplementary Figures 1B, C**). These data suggest that while *Il17ra* KO Tregs display an increased capacity for survival and mitochondrial function/metabolism, their function as suppressors of inflammation is reduced.

**Figure 3:**
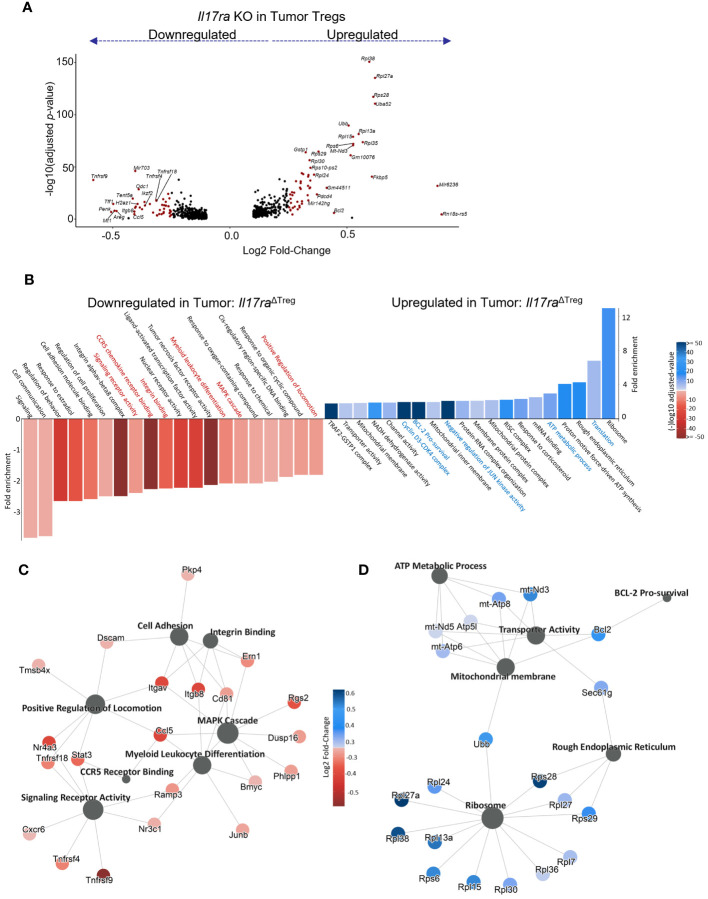
IL-17 promotes suppression gene signatures in tumor-infiltrating Tregs. **(A)** Volcano plot of statistically significant (log2FC >= 0.25, adjusted *p*-value < 0.05, min.pct >= 0.1) differentially expressed genes in scRNAseq data between *Il17ra^ΔTreg^* and control tumor-infiltrating Tregs. **(B)** Gene Ontology (GO) pathway enrichment analysis of genes significantly up or downregulated by *Il17ra* KO in tumor Tregs. **(C, D)** Gene network plots of a subset of pathways significantly enriched amongst the down **(C)** and upregulated **(D)** DEGs by IL-17 signaling.

### 3.4 IL-17 signals to Tregs to control CRC development

A small fraction of Tregs in the tumor also upregulated IL-17, indicating plastic functions of these cells (**Figures 4A, D**), although the total number of FOXP3^+^ Tregs did not significantly change upon ablation of IL-17RA (**Figure 4B**). Consistent with our observation that IL-17 promotes Treg suppressive function, ablation of IL-17RA in Tregs leads to an increased proportion of CD4^+^ T cells that express IL-17 (**Figure 4C**). These IL-17 producing cells are either Foxp3^+^ or Foxp3^-^, suggesting both enhancement in Th17 population and increased Treg plasticity (**Figures 4D, E**). We did not observe a noticeable change in the proportions of CD4^+^ T cells that produce IFN-γ (**Figures 4F, G**), or changes in the proportion of CD4 or CD8 cells among all CD45^+^ cells in the tumor (**Figures 4H, I**). Importantly, ablation of IL-17 signaling in Tregs resulted in increased tumor number and tumor load in mice, demonstrating a previously unknown tumor-inhibitory role of IL-17R through its function in Tregs (**Figures 4J–L**).

**Figure 4:**
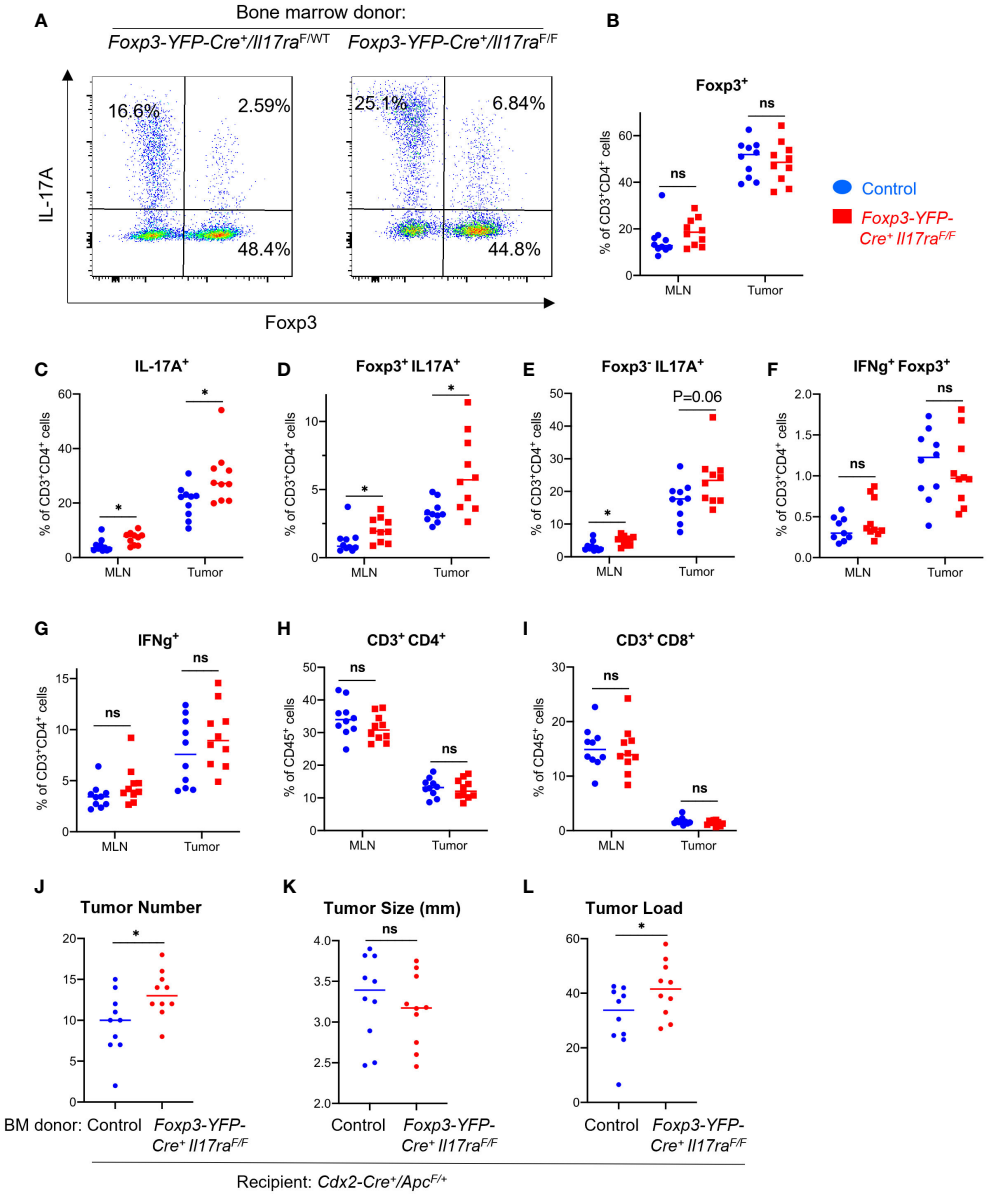
IL-17 signaling to Tregs controls Th17 population and inhibits CRC development. *Cdx2-Cre^+^*/*Apc* ^F/+^ mice received adoptive transfer of bone marrow cells from *Foxp3-YFP-Cre^+^/Il17ra* ^F/F^ (*Il17ra* ^ΔTreg^) and *Foxp3-YFP-Cre^+^/Il17ra* ^F/+^ (control) mice, and were sacrificed at 5 months of age. MLN and tumor tissues were dissociated and subjected to flow cytometry analysis. **(A–I)** MLN and tumor cells from indicated mouse populations were stimulated with PMA/ionomycin in the presence of brefeldin A and monensin, and stained for intracellular cytokines and Foxp3. Stained cells were gated on the live/CD45^+^ population, n=10. **(J–L)** Colorectal tumors were measured with a caliper, and their numbers and average tumor diameters are shown, n=10. Tumor load was calculated as the sum of all tumors’ diameters of each animal. *p<0.05, Students’ *t* test. ns, not significant.

### 3.5 IL-17 promotes a unique “tumor signature” in Tregs

To further investigate how IL-17 signaling impacts Treg function, we analyzed human cancer patient scRNAseq datasets containing FOXP3^+^ Treg populations (32–37) (**Figure 5A**). Analysis of Treg populations within human tumors, normal adjacent tissues, and peripheral blood samples revealed genes associated with activation, differentiation, and suppressive function in the tumor. From these genes we created a tumor Treg signature which identified Tregs from the blood, adjacent tissue, and tumor that can be distinguished based on our gene signature (**Figure 5B**). The gene signature was comprised of genes associated with T cell activation, including *RGS2* (83), *Gadd45b* (84), *TNFRSF9* (4-1BB) (70, 71)*, TNFRSF4* (OX40) (49, 72, 73), and *TNFRSF18* (GITR) (74). Also included were the Treg differentiation transcription factor *NR4A1* (85), tumor Treg associated gene *CCL5* (86), as well as immunosuppression-related genes *CREM* (87) and *CXCR6* (88). A heatmap of the individual genes that comprised the Treg signature, along with unbiased hierarchical clustering of the tissue samples, grouped all tumor, adjacent normal tissue, and peripheral blood samples, irrespective of the cancer/tissue type of origin (**Figure 5C**). An examination of the mouse homolog genes in the scRNAseq datasets of MLN and tumor Tregs from control and *Il17ra* ^ΔTreg^ CRC mice revealed a similar pattern, with low expression in both the control and *Il17ra* ^ΔTreg^ CRC MLN Tregs, and high expression in the control tumor Tregs. Importantly, the *Il17ra* KO tumor Tregs had a reduced tumor Treg signature and were shifted towards the lower levels found in the MLN conditions (**Figure 5D**). A heatmap of the individual genes comprising the tumor Treg signature shows each gene is downregulated by *Il17ra* KO in the tumor Tregs (log2 fold-change >= 0.25, adjusted *p*-value < 0.05), but were not significantly altered by KO in Tregs in the MLN (**Figure 5E**). These data suggest a Treg gene signature which can unbiasedly distinguish blood, normal tissue, and tumor Tregs, regardless of cancer/tissue type. This gene signature associated with tumor Tregs is conserved between mouse and human and is significantly reduced by ablation of IL-17RA in these cells.

**Figure 5:**
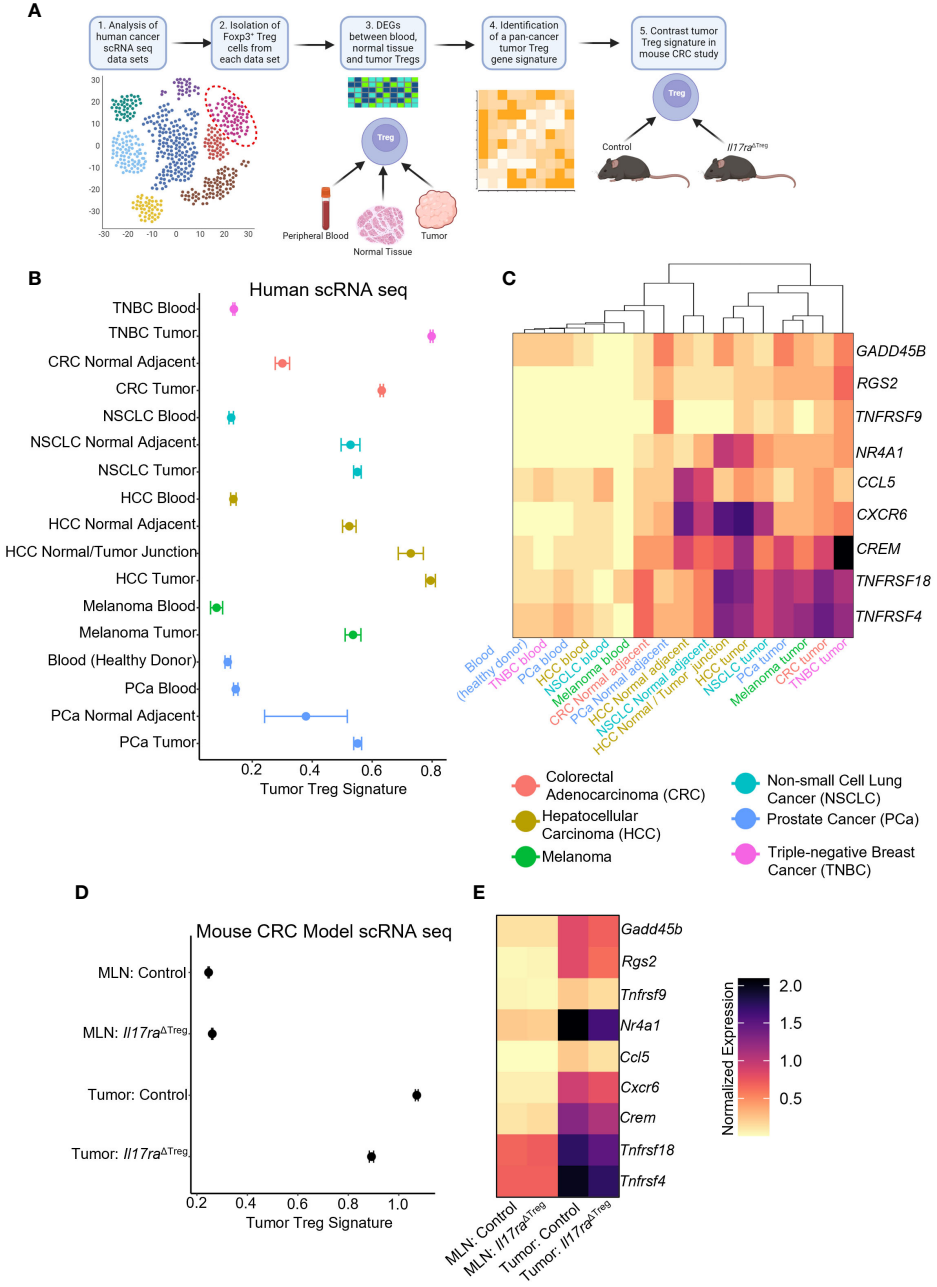
IL-17 promotes a “tumor Treg signature” in cancers. **(A)** Scheme of tumor Treg signature development. Human cancer scRNAseq datasets were analyzed for populations of Tregs. Treg cells were subset from each human cancer dataset based on the original authors’ cell-type assignments, where available, and confirmation of expression of *FOXP3* in all immune cells. Differential expression analysis was performed between conditions (peripheral blood, normal tissue, tumor samples). Genes were filtered to retain those which were enriched in the tumor conditions (log2 fold-change >= 0.25, adjusted *p*-value < 0.05, min.pct >= 0.1) relative to their associated control conditions in all data sets to obtain a pan-cancer/tissue gene signature specific to tumor infiltrating Tregs. This signature was used for comparative study in the mouse CRC datasets. **(B)** Dotplot of Tumor Treg signature score for Tregs isolated from human cancer patient scRNAseq datasets. **(C)** Heatmap of the individual genes comprising the composite tumor Treg signature, for each of the human scRNAseq datasets with hierarchical clustering of datasets by heatmap dendrogram. **(D)** Tumor Treg signature in each of the four scRNAseq conditions from control and *Il17ra* ^ΔTreg^ Tregs isolated from the MLN and tumor. **(E)** Heatmap of individual genes comprising the tumor Treg score. All genes between tumor control and tumor *Il17ra* ^ΔTreg^ conditions were significant (log2 fold-change >= 0.25, adjusted *p*-value < 0.05, min.pct >= 0.1).

### 3.6 IL-17 promotes RNA splicing that is important for Treg function

Analysis of RNA velocity in mouse Treg scRNAseq data revealed splicing changes resulting from Treg activation and tumor infiltration (**Figure 1E**). However, conventional techniques employed for scRNAseq limits the capacity for full or deep analysis of splicing due to the high rate of dropout, low sequencing depth and low coverage due to 3’ end sequencing of RNA (89, 90). Therefore, to investigate if *Il17ra* KO influences alternative splicing in Tregs, we isolated CD4^+^ FOXP3^+^ cells from the MLN and colon tumors and performed bulk RNA sequencing. 

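Bulk RNA sequencing of sorted Tregs covered 4 groups, which were control and Il17ra KO Tregs from the MLN and from colon tumors, with 2 samples per group in the sample labels. The control Tregs carried 1 floxed and 1 wild-type Il17ra allele. By the paper's methods they also carried Foxp3-YFP-Cre, so that Cre could act on the floxed allele in control Tregs too. The authors aligned 100 bp paired-end reads with Hisat2, extracted read counts per gene from StringTie coverage tables, and deposited the counts after normalization with DESeq2 as a table of 25707 rows and 8 columns. The columns carry the name of a group and no replicate number. Every value above 0 was a whole multiple of the value of 1 read in its column, so that 100% of the values gave whole reads. The recovered reads were 13835886 and 13831710 in the 2 MLN control columns, and 10601153 and 10604762 in the MLN Il17ra KO columns. They were 11906203 and 11906672 in the tumor control columns, and 3906020 and 3900677 in the tumor Il17ra KO columns. With fewer reads and a size factor of 0.314 and 0.315, 1 read stood for 3.19 and 3.18 normalized counts in tumor Il17ra KO, against 0.545 and 0.546 in MLN control. Reads were found for 20330 and 20357 genes in MLN control, 20022 and 20055 in MLN Il17ra KO, 20344 and 20379 in tumor control, and 10055 and 10039 in tumor Il17ra KO.

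**Figure D1:**
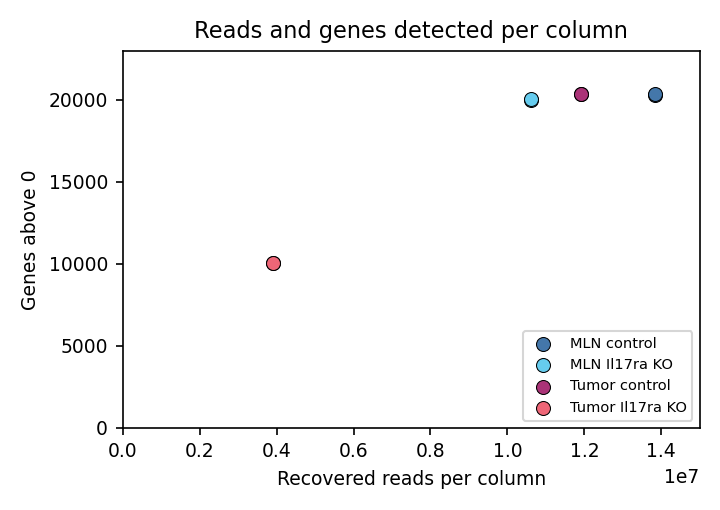
Recovered reads per column (x axis) against genes above 0 per column (y axis), with 1 point per column and 1 color per group. The points of the 2 columns of a group overlap, and the tumor Il17ra KO columns lie apart with 10055 and 10039 genes.

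The 2 columns of each group differed by less than the sampling noise for most genes. Over genes with at least 10 reads, the median chi-square of the 2 columns was 0.26 in MLN control, 0.28 in MLN Il17ra KO, 0.17 in tumor control and 0.090 in tumor Il17ra KO, against 0.45, 0.44, 0.46 and 0.50 for a simulated random split of the same reads. A minority of genes differed more, and the mean chi-square was 2.35, 2.89, 1.16 and 1.27. The median was 1.35 between an MLN control column and an MLN Il17ra KO column. The 2 columns of a group were therefore counted as 1 sample, and no p-value is given for a comparison of groups. Values are the mean of the 2 columns, and log2 ratios are of that mean plus a pseudocount of 1. Intervals of ratios are exact Clopper-Pearson 95% intervals from the reads, and they cover counting error only. Il17ra, the targeted gene, had 344 and 338 normalized counts in the MLN control columns and 307 and 324 in the MLN Il17ra KO columns, a log2 ratio of -0.11 whose interval from -0.29 to 0.067 spanned 0. It had 143 and 147 in tumor control and 70.1 and 69.9 in tumor Il17ra KO, a log2 ratio of -1.04 (interval from -1.76 to -0.41). Whether Il17ra fell more or less than the median gene in the tumor depended on the pseudocount, the filter and the scaling. Reads on the gene as a whole do not separate a floxed allele from a recombined one. Il17ra lies on chromosome 6 of GRCm39 from 120440104 to 120464520 and has 13 exons.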

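The MLN groups were compared over all 25707 rows of the table as log2 of the mean normalized counts plus 1. The squared Pearson correlation across genes between control and Il17ra KO MLN Tregs was 0.952, where genes are not independent replicates. The same measure between the 2 columns of a group was 0.979 in MLN control and 0.971 in MLN Il17ra KO. A pseudocount of 0.1 moved the value of the MLN groups most, to 0.882. Of 22708 genes with a normalized count of at least 1 in at least 2 columns, 1265 were at least 2-fold lower and 1334 at least 2-fold higher in Il17ra KO, with a median log2 ratio of 0. The numbers were 204 and 286 with a pseudocount of 10, and 1974 and 1905 with a pseudocount of 0.1. In the whole table, 103 genes were listed at 0 in both Il17ra KO columns and at 5 or more in both control columns, and 97 showed the opposite.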

An analysis of gene expression levels (FPKM) between control and *Il17ra* KO Tregs in the MLN showed a strong correlation between conditions (R^2^ = 0.976) (**Figure 6A**). However, in the tumor, the correlation between control and *Il17ra* KO was reduced (R^2^ = 0.809), with visible populations of differentially expressed genes between the two conditions (circled in red) (**Figure 6B**). These findings agree with our observation, through single-cell sequencing, that response to IL-17 signaling is limited to Tregs infiltrating the tumor environment, and that changes in gene expression profiles and Treg functions are tumor-specific. 

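Between control and Il17ra KO Tregs from the tumor, the squared Pearson correlation across genes was 0.525, and the 2 columns of a group gave 0.986 in control and 0.981 in Il17ra KO. On linear group means the value was 0.913, the alternative that moved it most. Of the genes that passed the same filter, 11670 were at least 2-fold lower and 2143 at least 2-fold higher in Il17ra KO, with a median log2 ratio of -1.10. Among the 9023 genes above 0 in all 8 columns, the numbers were 1624 lower and 1559 higher, and the median was -0.02. The size factors were computed from these same genes, which sets their median near 0. That pulls the split past 2-fold toward even but does not fix it. In the MLN the same genes gave 104 lower and 165 higher. With quantile normalization of all rows, 7052 of the filtered genes were lower and 6195 higher, with a median of -0.11. That method gives every column the same distribution, so that it moves the split toward even. It gave Usp39, which had no reads in tumor Il17ra KO, a value of 1.36 there. With reads scaled to the column total, 9474 were lower and 1241 higher. There were 7590 genes listed at 0 in both Il17ra KO columns and at 5 or more in both control columns, which was 44.4% of the 17083 genes at 5 or more in control. The reverse held for 195 genes. The share listed at 0 fell with the control level, from 81.0% (Wilson interval from 79.7% to 82.3%) of genes between 5 and 20 normalized counts to 0.13% (0.023% to 0.74%) of those at 1600 or more. The genes at 0 included 5 of 13 RNA polymerase II subunits, 4 of 36 mitochondrial complex I subunits, 2 of 37 proteasome subunits and 0 of 76 ribosomal proteins, whose median tumor control values were 485, 1103, 1055 and 12158 normalized counts. Every cell uses such genes, so that a gene without reads is given as listed at 0 and not as absent. The sets were chosen after the zeros were seen. The smallest value that 3 reads can show was 9.56 and 9.53 normalized counts in the tumor Il17ra KO columns.

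**Figure D2:**
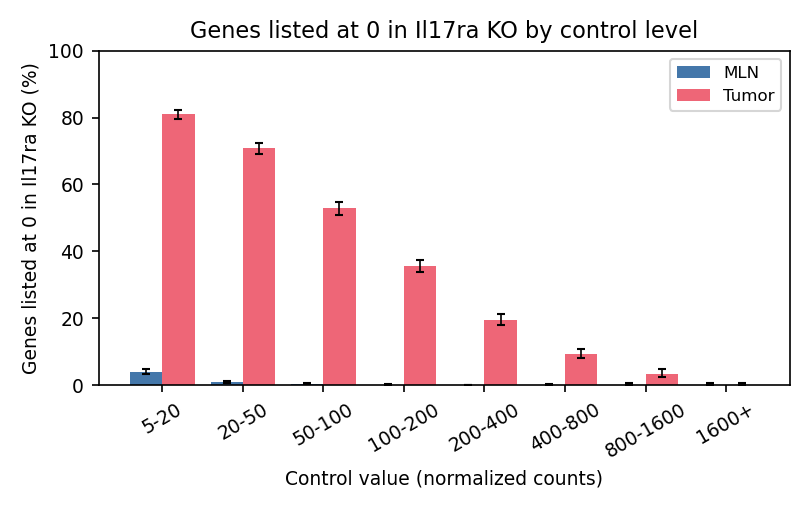
Percent of genes listed at 0 in Il17ra KO (y axis) by the control value in normalized counts (x axis), with blue bars for the MLN and red bars for the tumor and error bars for the 95% Wilson interval. The tumor bars fall from 81.0% to 0.13%, and the MLN bars start at 3.93%.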

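The difference between the tissues was also taken gene by gene, as the log2 ratio of Il17ra KO to control in the tumor minus that in the MLN. It was -1 or lower for 12109 of the 22708 genes and 1 or higher for 2775. With the genes limited to those above 0 in all 8 columns, the numbers were 1745 and 1624. This difference had no replicate check, since each group counted as 1 sample.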

An analysis of differential isoform usage demonstrated that while few significant changes occurred in the MLN (-log10 adjusted *p*-value) there were robust isoform switches occurring between control and *Il17ra* KO Tregs in the tumor (**Figures 6C, D**). Consistent with our previous findings from scRNAseq, these data demonstrate that compared to Tregs in the MLN, where Tregs lack the necessary co-receptors of IL-17RA, tumor-infiltrating Tregs exhibit significant changes in isoform usage when Treg-specific *Il17ra is* knocked out. We next analyzed enrichment of splicing events between *Il17ra* WT and KO Tregs in the MLN and tumor. We found that while no significant changes were observed between *Il17ra* WT and KO Tregs in the MLN (**Figure 6E**), in the tumor, *Il17ra* KO Tregs exhibited significant reductions in alternative 3’ and 5’ donor sites, alternative transcription termination sites, exon/multiple-exon skipping, and an increase in intron retention, relative to control Tregs in the tumor (**Figure 6F**). As RNA binding proteins play an essential role in mRNA processing and generation of alternative isoforms (91), we analyzed the gene expression of known RNA binding proteins (RBPs) which were expressed in the Treg bulk RNAseq data. While in the MLN, RBP expression appears similar, in the tumor, *Il17ra* KO Tregs showed a substantial number of RBPs which were downregulated, and a smaller proportion which were upregulated, relative to control tumor Tregs (**Figure 6G**). 

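The Gene Ontology list of RNA splicing genes was not used here, and a list of 336 splicing genes written before the data were examined was used in its place, of which 319 were in the table. In the MLN, 0 were at least 2-fold lower and 3 were at least 2-fold higher in Il17ra KO, and the median log2 ratio was 0.02. In the tumor, 114 were at least 2-fold lower and 13 at least 2-fold higher, and the median was -0.53. Of the 319 genes, 68 were listed at 0 in tumor Il17ra KO. The median in the tumor was at the 0th percentile of 10000 random lists of the same size matched on mean expression over the 8 columns, whose medians lay between -0.32 and -0.06 in 95% of lists. Matched on the tumor control level alone, it was at the 10.5th percentile, and 95% of the lists lay between -0.60 and -0.27. Those lists had a median of 69 genes at 0 in tumor Il17ra KO. Among the 248 splicing genes above 0 in all 8 columns the median was -0.29, at the 1.09th percentile of lists of such genes matched on the tumor control level and at the 34.5th with gene length matched as well. Both of these matchings were chosen after the data had been seen, and the limit to genes above 0 in every column leaves out those that fell to 0. In RPM, the recovered reads scaled to the column total, the median of the splicing genes in the tumor was -0.93. The MLN median of 0.018 was at the 96.6th percentile of lists matched on mean expression, of which 95% lay between -0.018 and 0.019. Matched on the MLN control level it was at the 99.4th percentile, and 95% of the lists lay between -0.022 and 0.012.

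**Figure D3:**
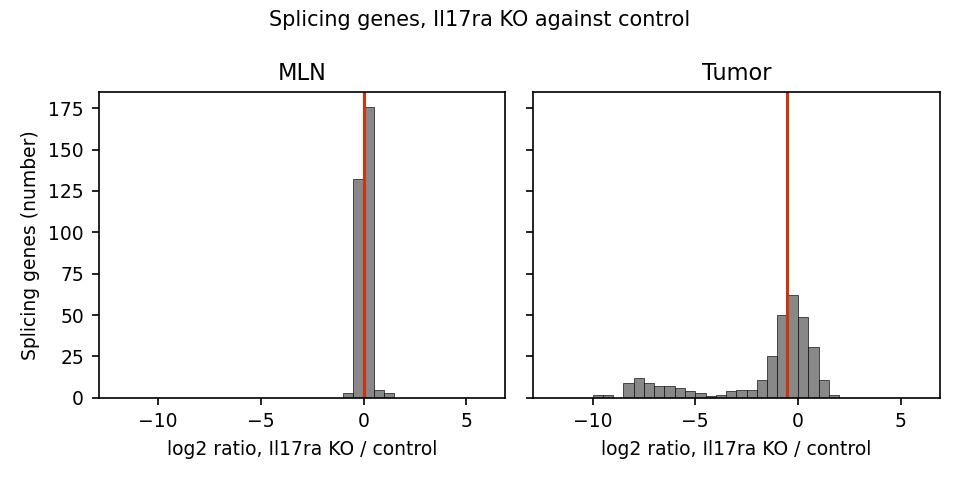
Number of splicing genes (y axis) by log2 ratio of Il17ra KO to control (x axis, normalized counts plus 1) in the MLN and the tumor, with the median as a red line. The medians are 0.02 and -0.53, and the tumor panel has a separate group of genes at low ratios.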

Recently, several studies have identified RBPs which are key regulators of splicing in Tregs and essential for their function and immunosuppressive effects. In particular, the RBPs *Srsf1* (92), *Wtap* (93), and *Usp39* (94) were all significantly downregulated in *Il17ra* KO tumor Tregs (**Figure 6H**). 

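Srsf1 lies on chromosome 11 of GRCm39 from 87938129 to 87944581 and has 4 exons. It had 567 and 567 normalized counts in MLN control, 543 and 544 in MLN Il17ra KO, 518 and 527 in tumor control, and 389 and 381 in tumor Il17ra KO. Its log2 ratio was -0.06 in the MLN (interval from -0.20 to 0.08) and -0.44 in the tumor (-0.73 to -0.16). Wtap lies on chromosome 17 from 13184295 to 13213056 and has 8 exons. Its values were 608 and 597, 586 and 680, 654 and 679, and 264 and 273 normalized counts in the same order, with a log2 ratio of 0.07 in the MLN (-0.06 to 0.20) and -1.31 in the tumor (-1.66 to -0.99). Usp39 lies on chromosome 6 from 72294137 to 72322239 and has 13 exons. It had 347 and 343 normalized counts in MLN control, 322 and 322 in MLN Il17ra KO, and 209 and 190 in tumor control. It was listed at 0 in both tumor Il17ra KO columns, 20.9-fold lower than control when set against the floor of 3 reads. The interval of its log2 ratio had no lower end and an upper end of -4.08, which allows a smaller fall. Its mean in tumor control was 199 normalized counts. Of all genes, 35.6% of those between 100 and 200 and 19.6% of those between 200 and 400 in tumor control were listed at 0 in tumor Il17ra KO. Srsf1 and Wtap overlap long noncoding RNA genes on the opposite strand, and the paper's text does not state whether counting used the strand. The intervals of both genes lay below 0 in the tumor, and no replicate check of these differences was possible. Over genes that passed the filter, the tumor median was -1.10 for all genes and -0.53 for splicing genes. Srsf1 fell less than both medians and Wtap fell more. Among genes above 0 in all 8 columns these medians were -0.02 and -0.29, and both genes fell more. Whether Srsf1 fell more than other genes therefore depends on the genes it is set against. The paper states that the 3 genes are regulators of splicing in Tregs. It proposes that lower expression of such genes without IL-17 signaling reduces alternative splicing in tumor Tregs, a reduction taken from its isoform results. The isoform results were not analysed here.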

Together, these data suggest that the downregulation of RBPs, in the absence of IL-17 signaling in tumor Tregs, leads to a reduction in alternative splicing that is important for Treg activation and function in the tumor.

**Figure 6:**
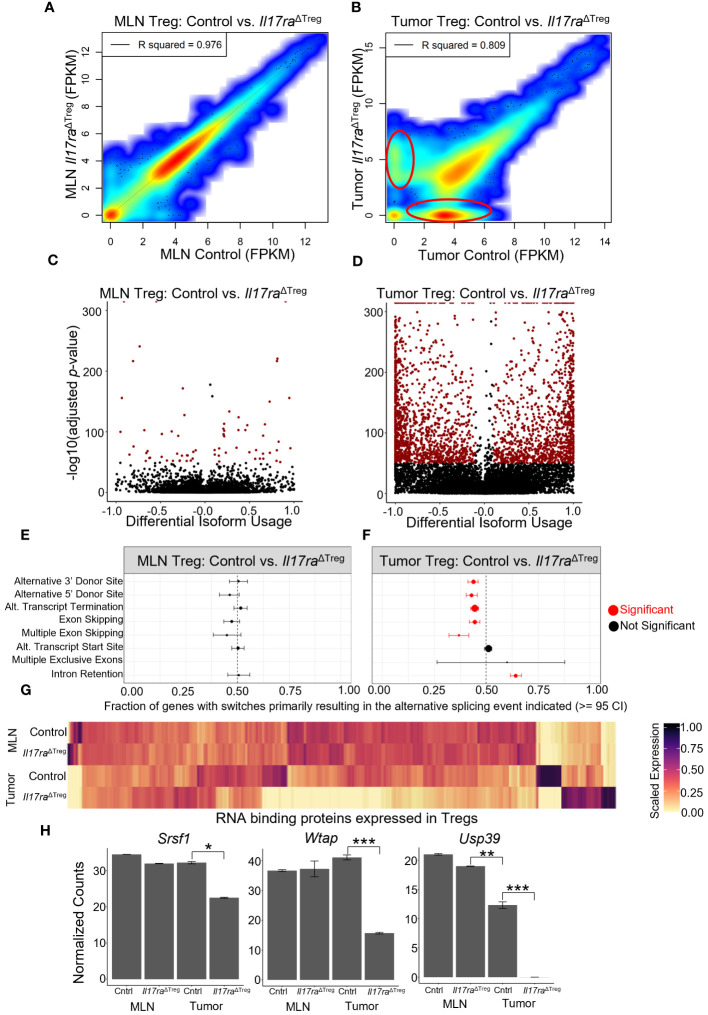
Treg-specific IL-17RA signaling modulates RNA splicing. **(A, B)** Scatter heat plot of FPKM values from bulk RNA sequencing (bulkRNAseq) data between control and *Il17ra* ^ΔTreg^ in the MLN **(A)** and tumor **(B)** analyzed using DESeq2. **(C)** Volcano plot of significant transcript isoform switches occurring between MLN WT and KO compared to **(D)** significant transcript isoform switches occurring between tumor WT and KO (highlighted in red: differential isoform usage >= 0.1, -log10(adjusted *p*-value) >= 50). **(E, F)** Analysis of splicing events occurring in transcripts between WT and KO conditions in the MLN **(E)** and tumor **(F)**. Significant events highlighted in red (>= 95 confidence interval). **(G)** Heatmap of RNA binding protein genes (annotated as ‘RNA splicing’ by gene ontology) expressed in MLN or tumor Tregs. **(H)** Bar plots of significantly differentially expressed RNA splicing regulators *Srsf1, Wtap*, and *Usp39* in bulk RNA sequencing of WT and KO conditions in the MLN and tumor. Adjusted p-values were determined using DESeq2 (*p<0.05, **p<0.001, ***p<0.0001).

## 4 Discussion

In this study, we report a direct role of IL-17 in promoting Treg function in CRC (**Figure 7**). Contrary to what is known for the signaling of IL-17 to transformed epithelial cells (20, 22, 23), the IL-17/Treg pathway serves as a tumor suppressor, and its ablation resulted in increased tumor numbers and tumor load (**Figures 4J, L**). This observation is consistent with the known role of Tregs in downregulating tumor-promoting inflammation in early-stage colon cancer (8, 95–98). However, in late-stage cancers, a high intratumoral Treg : CD8 ratio typically signifies suppressed anti-tumor immunity and favors immune evasion of cancer (99). Treg number has been shown to correlate with poorer prognosis in multiple cancers (100–104). In addition to solid tumors, Tregs are also suggested to be a negative factor in the treatment of leukemias (105–107). It will be intriguing to also interrogate the interaction between IL-17 and Tregs in the setting of hematopoietic malignancies. Indeed, many therapies to prevent Treg suppressive function in the tumor environment are in development and in clinical trials (108). Our analysis on human tumor-infiltrating Tregs showed a unique tumor Treg signature that coincides with the mouse model of CRC, and downregulation of this signature by IL-17 in mice implies that direct IL-17/Treg signaling is plausible in human cancers. It remains to be interrogated if IL-17/Treg direct communication exacerbates immune evasion and/or sabotages cancer immunotherapy, and demonstrating this link will support the use of IL-17 blocking agents as adjuvant therapies for cancers.

**Figure 7:**
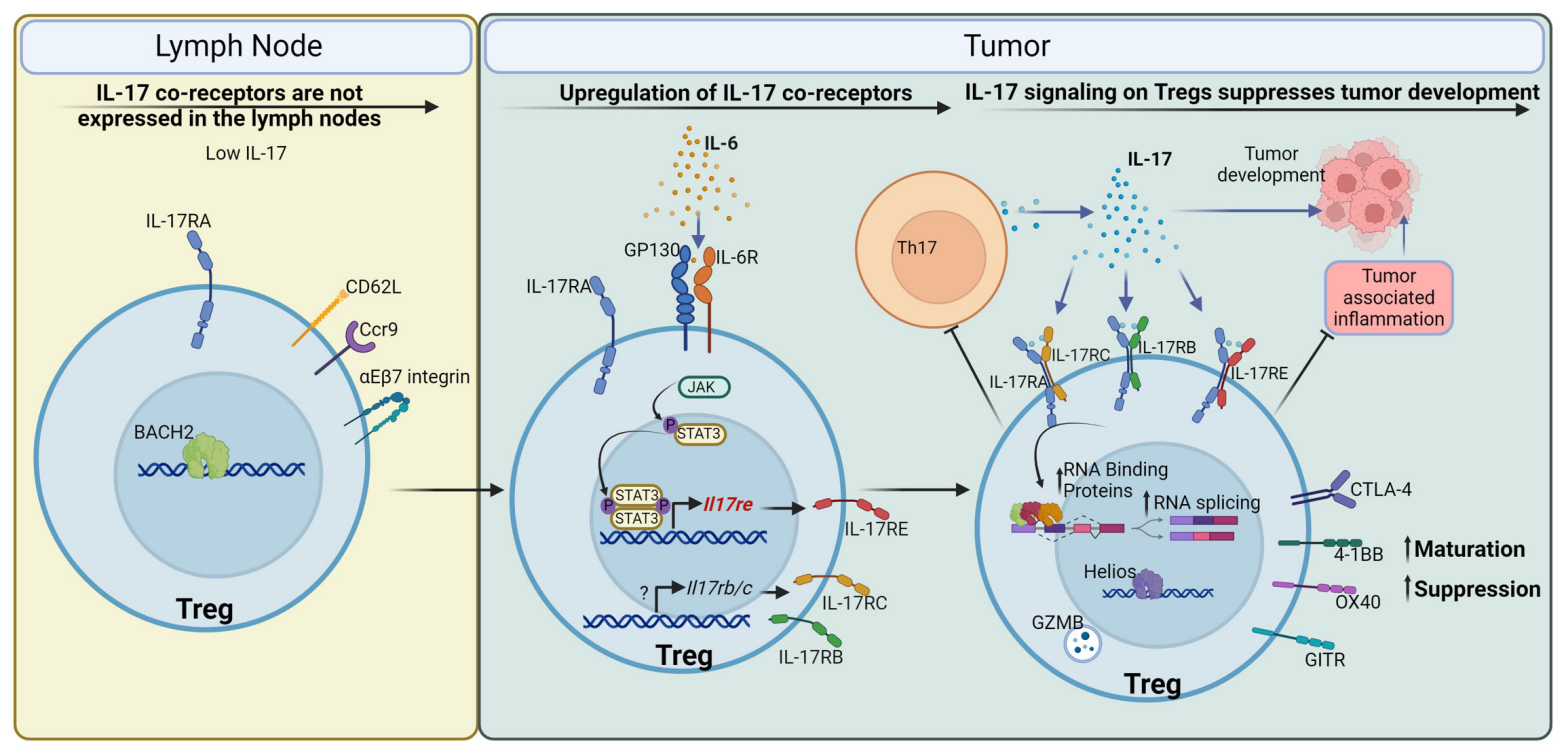
IL-17 promotes maturation and function of Tregs to control CRC development. Tregs in the mesenteric lymph node, where IL-17 is low, express *Il17ra* but do not express co-receptors required for IL-17 signaling. Upon entry to the tumor environment, Tregs are stimulated by IL-6 and other inflammatory cytokines to upregulate co-receptors for IL-17, such as IL-17RB, C, and E. IL-17 in turn signals to these Tregs and promotes their maturation and suppressive function. This is mediated by the upregulation of Treg surface receptors such as CTLA-4, 4-1BB (CD137), OX40 (CD134), and GITR, cytotoxicity effector Granzyme B, and transcription factor Helios. IL-17 also upregulates the expression of RNA binding proteins and facilitates RNA splicing in Tregs, which are important for Treg function. In turn, Tregs with enhanced activation and maturation markers suppress Th17 cells, leading to a reduction in IL-17 production, thus forming a negative regulatory loop to control IL-17-mediated inflammation. In the case of early-stage colorectal cancer, IL-17 mediated Treg maturation inhibits tumor-associated inflammation, and reduces tumor development in the gut.

Tregs are highly plastic and can co-express markers and secrete cytokines of conventional CD4^+^ T cell subsets (109). Tissue-resident Tregs express the Th2 transcription factor GATA3 in addition to FOXP3 (110). Additionally, while most IL-17 producing T cells are Th17, a small subset of FOXP3^+^/RORγt^+^ Tregs can produce IL-17A in both humans and mice (111–113). Our observation that Tregs upregulate IL-17 co-receptors following inflammatory cytokine stimulation also represents a form of plasticity in these cells. It is therefore plausible that peripheral Tregs, while devoid of IL-17 co-receptor expression, are attracted to the TME by chemokine gradients and aim at suppressing tumor associated inflammation/immunity. Once in the tumor environment, Tregs stimulated by cytokines, and possibly other environmental factors, upregulate IL-17 receptors. IL-17 in turn promotes further maturation of Tregs and enhances their function. It remains to be determined what signals *in vivo* activate IL-17 co-receptor expression in Tregs. However, we demonstrate that *in vitro*, iTregs respond to IL-6 by upregulating IL-17RE. On top of that, it is important to investigate if the TME is the only setting whereby Treg function is controlled by IL-17. Other promising targets include autoimmunity and chronic infection, where both IL-17 and Tregs play prominent roles. Indeed, in a model of MOG-immunization, a subset of Tregs were found to express both RORγt and CCR6 that is promoted by IL-6/STAT3 signaling in these cells (114). These “Tr17” cells also express IL-17RE, and are highly suppressive to antigen-specific Th1 and Th17 cells *in vitro* (114). The function of IL-17RE on these Tr17 cells is unknown. Investigating the IL-17/Treg signaling axis in these scenarios will provide new insight on the function and dysfunction of Tregs in human health and disease.

## Data availability statement

Raw and processed data from bulk RNA sequencing and single-cell RNA sequencing of CD4+ FOXP3+ Tregs from the tumor and mesenteric lymph node were deposited at the Gene Expression Omnibus (GEO). Bulk RNA sequencing data is available with accession number GSE262402 and single cell data is available with accession number GSE262405.

## Ethics statement

Ethical approval was not required for the studies on humans in accordance with the local legislation and institutional requirements because only commercially available established cell lines were used. The animal study was approved by University of Connecticut Health Center IACUC. The study was conducted in accordance with the local legislation and institutional requirements.

## Author contributions

WCT: Conceptualization, Writing – original draft, Data curation, Formal analysis, Methodology, Software. JC: Conceptualization, Data curation, Formal analysis, Methodology, Writing – original draft, Investigation, Validation. EVT: Formal analysis, Investigation, Writing – review & editing. XY: Formal analysis, Investigation, Writing – review & editing, Data curation. AM: Data curation, Formal analysis, Investigation, Writing – review & editing, Methodology. ATV: Writing – review & editing, Conceptualization, Resources, Supervision, Visualization. KW: Conceptualization, Supervision, Writing – review & editing, Funding acquisition, Project administration, Writing – original draft.

# Supplementary material for: Interleukin-17 directly stimulates tumor infiltrating Tregs to prevent cancer development
**Source:** Front Immunol. 2024 Jun 14;15:1408710. doi: 10.3389/fimmu.2024.1408710
**Supplement:** Supplementary file 1

Supplemental Figure 1

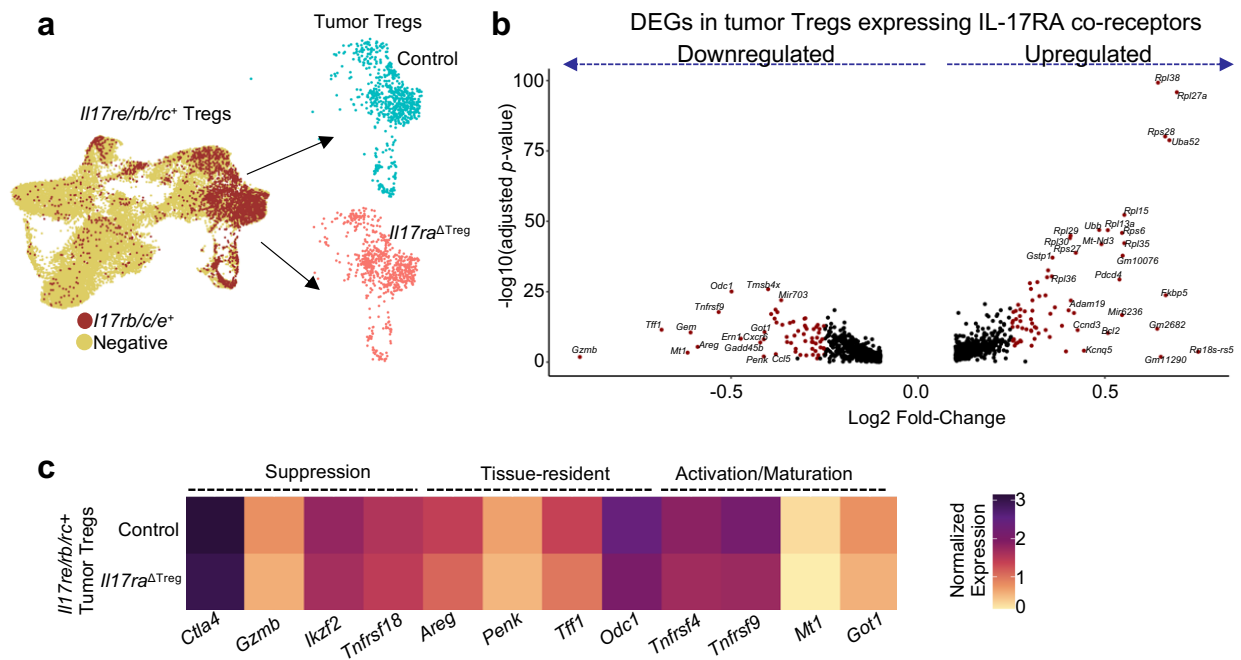

**Supplementary Figure 1: Loss of IL-17 signaling in IL-17 co-receptor positive Tregs reduced their expression of genes related to suppressive function, tissue infiltration and maturation.** (a) Schematic of selection criteria for IL-17 co-receptor positive cells. Tumor infiltrating Tregs which expressed *Il17re/rb/rc* in the tumor were selected for analysis of differentially expressed genes between *Il17ra*<sup>ΔTreg</sup> and Control groups. (b) Volcano plot of genes significantly differentially expressed in *Il17re/rb/rc* positive Tregs (highlighted in red: log2 fold-change ≥ 0.25, adjusted *p*-value < 0.05). (c) Heatmap of genes related to suppressive function, tissue infiltration and Treg maturation between *Il17ra* KO and control tumor Tregs.

How the deposited data were processed for this re-analysis (not part of the article)

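Bulk RNA sequencing was done on sorted Tregs of control and Il17ra KO origin from the MLN and colon tumors, in 4 groups with 2 samples each in the sample labels. The authors aligned 100 bp paired-end reads to the mm39 mouse genome with Hisat2, assembled and merged transcripts with StringTie, extracted read counts with its prepDE script, and normalized them with DESeq2. The values the authors deposited are this normalized signal, which is the read count of a gene divided by 1 size factor per column. The table has 25707 rows, of which 752 have the gene name NA and 60 gene names stand on 2 or more rows, so that genes were named only where the name stands on a single row. All 8 columns were used.

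From the deposited values, the value of 1 read was found for each column as the step between low values, and 100% of the values above 0 were whole multiples of it. The inverse of that step equals the median-ratio size factor computed from the recovered reads over the 9023 genes above 0 in all 8 columns. Recovered reads are the counts that prepDE derives from coverage, and intervals and floors from them cover counting error only. Columns were assigned to groups by their names. Because the 2 columns of a group differed by less than the sampling noise for most genes, they were counted as 1 sample. The design set before the data were examined was a limma fit with an adjusted p-value threshold of 0.05, and it stated that no p-value would be given in this case. The numbers of genes at least 2-fold lower or higher were chosen as the summary after the data had been seen, as were the intervals from reads and the tolerance of 0.05 for a change in the squared correlation.

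Group values are means of the 2 columns. Log2 ratios used a pseudocount of 1, and counts of genes used a filter of at least 1 normalized count in at least 2 columns. Genes listed at 0 were those at 0 in both columns of one group and at 5 or more in both of the other, and the floor was 3 reads. Lists of genes were compared with 10000 random lists of the same size, drawn in 20 bins of expression. The lists of 336 splicing genes and of marker genes were written from general knowledge before the data were examined. The genes named are those of the main conclusions, the signature and receptor genes of the paper, and for each tissue the 3 largest rises and falls among named genes at 5 or more normalized counts in every column of both groups. The other genes the paper names are given as values of the bulk table. Marker genes are reported as sums and immediate early genes as a median, except macrophage or monocyte markers and the genes that differed between tissues. Gene positions and lengths came from GENCODE annotation of GRCm39, where 98.3% of the gene names were found.

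Alternatives were other pseudocounts, filters, floors and scalings, each column left out in turn, and limma, edgeR and DESeq2 tests that took the 2 columns as 2 samples. RPM (recovered reads scaled to the column total), FPKM and the correlation without squaring were added after the data had been seen. The limma, edgeR and DESeq2 tests had been set beforehand, and were kept as alternatives once the 2 columns had been counted as 1 sample. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and R 4.3.3 with limma 3.58.1, edgeR 4.0.16 and DESeq2 1.42.0 were used. The steps were tested on simulated counts of all 25707 genes with 200 genes changed. All reads were recovered (100%), and 100% of the 200 changed genes were at least 2-fold changed in the right direction. Of the 200 changed genes, limma called 91.0%, edgeR 89.0% and DESeq2 90.0% among 19894 tested, and 16.5%, 0.56% and 4.26% of the calls were of genes that had not been changed. Isoform and splicing event results, single-cell data, flow cytometry and human data were not analysed here.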

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

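The test of scaling below was chosen after the results had been seen. The list of immediate early and heat shock genes was written after part of the data had been seen, without Junb, Nr4a1, Nr4a3 and Gadd45b, which had been seen, and before the values of its own genes had been looked at. Tests of outlying samples were not possible with 2 columns per group.

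For Junb, Gadd45b and 10 of 25 listed immediate early and heat shock genes, both Il17ra KO columns lay above both control columns in the MLN and below both in the tumor, and the difference between tissues was not tested. The log2 ratio in the tumor minus that in the MLN was -2.55 for Junb, -2.56 for Gadd45b, -3.27 for Fos, -5.64 for Fosb, -2.73 for Jun, -1.05 for Egr1, -1.17 for Ier2, -5.16 for Ier3, -1.75 for Zfp36, -5.38 for Klf4, -0.65 for Btg2 and -1.49 for Dnaja1. In the tumor, the intervals of Gadd45b and Zfp36 spanned 0. Egr2 showed the opposite, with 0.73, and its interval spanned 0 in the MLN. In RPM the pattern held for 18 of the 25 genes and with quantile normalization for 14, so that the number depends on the scaling. Maff showed the pattern too, with -11.7, and was listed at 0 in tumor Il17ra KO. The MLN side was the larger one for Junb (2.19 against -0.36 in the tumor), Gadd45b (2.54 and -0.021), Fos (2.76 and -0.52), Fosb (5.16 and -0.48), Jun (2.10 and -0.63), Egr1 (0.57 and -0.49), Ier2 (1.04 and -0.12), Ier3 (4.88 and -0.29), Zfp36 (1.71 and -0.034), Klf4 (4.78 and -0.59) and Btg2 (0.51 and -0.14). The tumor side was larger for Dnaja1 (0.48 in the MLN) and Maff (3.77 in the MLN). A candidate explanation is an immediate early or heat shock response in the MLN Il17ra KO sample. The median log2 ratio of the 25 listed genes, to which those above other than Junb, Gadd45b and Maff belong, was 1.04 in the MLN, above the random lists matched on expression, of which 95% lay between -0.063 and 0.069. In the tumor their median was 0.022, with 11 genes lower and 14 higher, at the 44.4th percentile of such lists. The sign of that median depends on the scaling, since it was -0.43 in RPM, with 20 genes lower and 5 higher, and -0.37 with quantile normalization, with 19 lower and 6 higher. Gadd45b, Rgs2, Nr4a1 and Junb were also higher in MLN Il17ra KO, and the lowest of their log2 ratios in RPM was 2.17. RPM shifts log2 ratios in the MLN by only -0.011 before the pseudocount is added, so that it could not have changed these directions. RPM therefore does not test scaling here. Genotype, cell handling and date cannot be told apart with 1 sample per group, and no test separated them.

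Immunoglobulin genes differed between tissues in the same untested way. The log2 ratio in the tumor minus that in the MLN was -12.1 for Ighv2-9-1, 10.7 for Ighg1, 15.7 for a kappa variable gene of the Igkv4 family and 11.9 for Ighv5-9-1. No technical or biological explanation was tested for these genes.

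Other named genes also moved in opposite directions in both columns of each tissue. With intervals apart from 0 in both tissues, the difference was -1.71 for Crem, -1.10 for Ikzf2, -1.72 for Cd81, -0.37 for Cd4 and -0.55 for Trac. It was -0.87 for Il17rb and -0.43 for Ctla4, whose intervals spanned 0 in the tumor. For Il17re it was 2.66, for Slc39a7 -6.21, for Krt19 -2.15, for Cdh1 -2.21, for Csf1r -1.37 and for Itgam -6.57, and the intervals of these genes spanned 0 in the MLN. No difference between tissues was tested for these genes, and no explanation.

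Marker genes of epithelial cells and of macrophages or monocytes, which the paper does not report in the bulk data, were higher in tumor than in MLN samples. The sum of 10 epithelial markers was 136 times that of MLN control in tumor control, and 124 times that of MLN Il17ra KO in tumor Il17ra KO. The sum of 5 macrophage or monocyte markers was 28.6 times that of MLN control in tumor control and 49.4 times that of MLN Il17ra KO in tumor Il17ra KO, where it was 10823 normalized counts against 4342 in tumor control. Lyz2 made up most of both sums, with 10233 and 3565 in tumor Il17ra KO and control, and Cd68 was at 422 and 303. The other markers went the other way, with Csf1r at 169 and 344, and Itgam and Adgre1 listed at 0 in tumor Il17ra KO and at 70.4 and 60.5 in tumor control. B cell markers went the other way, with a sum of 5 genes of 473 normalized counts in MLN control and 121 in tumor control, and 453 in MLN Il17ra KO and 0 in tumor Il17ra KO. The sum of 6 T cell markers in the tumor was 0.85 times that of the MLN in control and 0.74 times in Il17ra KO. These ratios depend on the scaling. As a percent of reads, the T cell sum was 0.42 in MLN and 0.30 in tumor control, and 0.44 and 0.20 in Il17ra KO. The epithelial sum was 0.0026 and 0.29 in control, and 0.0026 and 0.20 in Il17ra KO. The macrophage or monocyte sum was 0.0020 and 0.048 in control, and 0.0029 and 0.087 in Il17ra KO. RNA from epithelial cells among the sorted tumor cells is a candidate explanation for the 136-fold value. In tumor control the epithelial sum was 26308 normalized counts, near the T cell sum of 27306. In MLN control these sums were 194 and 32044. Expression of the epithelial genes by the tumor Tregs themselves was not tested, and these values alone do not exclude it. RNA from epithelial cells would also enter the tumor values of other genes that such cells express.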

How the results depend on the processing

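With 2 columns counted as 1 sample, results without a test were compared by value. The cause of the changes below was not tested. No paired analysis was possible because the columns carry no replicate number and the 2 columns of a group were counted as 1 sample. Median-ratio rescaling used the same factors as the authors and could not move a result.

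With a pseudocount of 0.1, the squared correlation was 0.882 in the MLN and 0.431 in the tumor, 1974 genes were lower in MLN Il17ra KO, and the median log2 ratio in the tumor was -1.40. With a pseudocount of 10, the tumor squared correlation was 0.641, 204 genes were lower and 286 higher in the MLN, and the tumor median was -0.49. Tumor control against MLN control then gave 1744 genes lower and 3675 higher, against 4190 and 5911 in the main setting. With that pseudocount, 1 splicing gene was higher in the MLN. The tumor squared correlation was 0.670 over genes above 0 in all 8 columns and 0.913 on linear means. Without a filter the tumor median was -0.75. The log2 ratio of Il17ra in the tumor was above the median of all genes in the main setting (-1.04 against -1.10) and with a pseudocount of 0.1 (-1.05 against -1.40). It was below the median with a pseudocount of 10 (-0.96 against -0.49), without a filter, in RPM (-1.36 against -0.71), with quantile normalization and over genes above 0 in all 8 columns.

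Limited to genes above 0 in all 8 columns, 104 genes were lower and 165 higher in the MLN with a median of 0.00084. In the tumor 1624 were lower and 1559 higher with a median of -0.016, so that 51.0% of the changed genes were lower, against 84.5% in the main setting. The size factors are median ratios over these same genes, so that a median near 0 and a nearly even split are set by the scaling and show no stability or change. That filter leaves out each gene listed at 0, so that Usp39 has no value under it. Differences between tissues were then 1745 lower and 1624 higher, and tumor control against MLN control gave 786 lower and 1220 higher. Of the splicing genes, 1 was higher in the MLN and 46 were lower in the tumor, where their median was -0.29. Limiting only the splicing genes in this way gave the same 1, 46 and -0.29.

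With quantile normalization, 7052 genes were lower and 6195 higher in the tumor, 53.2% lower, with a median of -0.11. The method gives every column the same distribution, which moves this split toward even. Differences between tissues were 7372 lower and 5767 higher. There was 1 splicing gene lower in the MLN and 22 higher in the tumor, and Il17ra had a log2 ratio of -0.22 in the tumor. The direction in the tumor reversed for Rgs2 (-0.37), Nr4a1 (-0.14), Tnfrsf18 (-0.45), Tnfrsf4 (-0.48), Il17rb (1.10), Areg (-0.21), Penk (-0.42), Tff1 (-0.034), Odc1 (-0.45), Stat3 (-0.19) and Bcl2 (0.19).

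RPM, chosen after the data had been seen, shifts log2 ratios in the tumor by -0.46. The tumor squared correlation was 0.638, with 1241 genes higher and a median of -0.71. In the MLN 265 genes were lower and 354 higher. Differences between tissues were higher for 1420 genes, and 3430 were higher in tumor control than in MLN control. There was 1 splicing gene higher in the MLN and 3 in the tumor, where the splicing median was -0.93, Srsf1 was -0.88 and Wtap -1.72. The direction in the tumor reversed for Rgs2 (-0.39), Nr4a1 (-0.19), Tnfrsf18 (-0.44), Tnfrsf4 (-0.42), Areg (-0.085), Penk (-0.37), Tff1 (-0.075), Odc1 (-0.26) and Stat3 (-0.44). Also chosen after, FPKM gave a tumor squared correlation of 0.641 from RPM and 0.639 from normalized counts, and the correlation without squaring was 0.724.

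With a floor of 1, 512 genes were at 0 in Il17ra KO alone and 349 in control alone in the MLN. With a floor of 20 these were 24 and 9, and 4842 in tumor Il17ra KO alone.

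Tests that took the columns as samples compare libraries, not conditions. With limma, 3255 genes were lower and 3016 higher in the MLN, and 13753 lower and 4388 higher in the tumor. Differences between tissues were higher for 4678, and tumor control against MLN control gave 8257 lower and 9028 higher. Among splicing genes 25 were lower and 57 higher in the MLN, and 209 lower and 76 higher in the tumor. Adjusted over the list alone these were 24, 55, 209 and 76. With only the 4 columns of the tissue, 4303 genes were higher in the tumor, and the splicing genes gave 18, 33, 202 and 74. Without the trend, 3056 genes were lower and 2794 higher in the MLN, 4339 higher in the tumor, 4642 higher in the difference between tissues, and 8212 lower and 8981 higher in tumor control. The splicing genes then gave 21, 51, 208 and 74. With edgeR on the recovered reads, 1439 genes were lower and 1632 higher in the MLN, 11344 lower and 3706 higher in the tumor, and the splicing genes gave 16, 46, 200 and 58. With DESeq2, 578 genes were lower and 707 higher in the MLN, 9626 lower and 3608 higher in the tumor, and the splicing genes gave 2, 23, 190 and 57.

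With each column left out in turn, genes at 0 in Il17ra KO alone in the MLN ranged from 142 to 165 and in control alone from 147 to 188, and splicing genes higher in the MLN from 1 to 3. Genes lower in the tumor ranged from 11529 to 11737, and the tumor squared correlation from 0.521 to 0.523. The log2 ratio in the MLN ranged from -4.96 to -3.33 for Traj30 and from -0.22 to -0.066 for Tnfrsf4. A column left out is no independent replicate. Of the single genes named, 13 other values moved with a pseudocount of 10, 35 with quantile normalization and 39 in RPM. Depth limits the tumor Il17ra KO values, where 3 reads amount to 9.56 and 9.53 normalized counts.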

Differences from the paper's values

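In the tumor, the squared correlation between control and Il17ra KO was 0.525 against the paper's 0.809. Of the alternatives set before the data were examined, a pseudocount of 10 (0.641), genes above 0 in all 8 columns (0.670) and linear means (0.913) came within 1.5 times of the paper's value. A pseudocount of 0.1 (0.431), the filter on low values (0.497), means of log2 values (0.525), median-ratio rescaling and the columns left out in turn did not. Chosen after seeing the values, RPM (0.638), FPKM (0.641 and 0.639) and the correlation without squaring (0.724) also came within it. In the MLN, the squared correlation was 0.952 against the paper's 0.976, and the correlation without squaring, chosen after seeing the values, was 0.976. RPM, also chosen after seeing the values, gave 0.977 there, and a pseudocount of 10 gave 0.979. FPKM, chosen after seeing the values, gave 0.935 from RPM and 0.938 from normalized counts in the MLN.

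The bars of Fig. 6H lie on a lower scale than the normalized counts. For Srsf1, the values were 567, 543, 523 and 385 normalized counts in MLN control, MLN Il17ra KO, tumor control and tumor Il17ra KO, against the paper's about 34, about 32, about 32 and about 22 in Fig. 6H, read by eye. For Wtap they were 602, 633, 667 and 269 against the paper's about 36, about 37, about 41 and about 16 in Fig. 6H. For Usp39 they were 345, 322 and 199 against the paper's about 21, about 19 and about 12 in Fig. 6H. None of the alternatives set before the data were examined closed these gaps. The ratio of control to Il17ra KO, which does not depend on the scale of the bars, was 1.36 for Srsf1 and 2.48 for Wtap in the tumor, against the paper's about 1.5 and about 2.6 in Fig. 6H, read by eye. In the MLN it was 1.04 and 0.95 against the paper's about 1.1 and about 0.97 in Fig. 6H. In RPM, chosen after seeing the values, Srsf1 was 31.0 and Wtap 21.6 in tumor Il17ra KO, within 1.5 times of the paper's values, and the other values were not.

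The paper reports Srsf1, Wtap and Usp39 as significantly lower in tumor Il17ra KO, and no call was made here. Tests that took the columns as samples, which compare libraries, called all 3 genes in the tumor. In the MLN, limma also called Srsf1 (adjusted p 0.043 with Benjamini-Hochberg adjustment, and 0.028 with only the 4 columns of the tissue) and, with only the 4 columns, Usp39 (0.038), at log2 ratios of -0.061 and -0.098. Without the trend, limma called neither there (0.13 and 0.22), nor did edgeR (0.51 and 0.35) or DESeq2 (0.93 and 0.93). With DESeq2 and Benjamini-Hochberg adjustment, the adjusted p was 0.00052 for Srsf1, 8.17e-17 for Wtap and 3.34e-08 for Usp39 in the tumor. Over the limma, edgeR and DESeq2 settings, the adjusted p ranged from 3.64e-06 to 0.0008 for Srsf1, from 8.17e-17 to 0.00028 for Wtap, and from 6.89e-09 to 3.3e-05 for Usp39.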

Other observations

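The tests of read depth, of few starting molecules, of the columns, of scaling and of splicing genes above 0 in all 8 columns were chosen after the results had been seen.

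Genes listed at 0 in tumor Il17ra KO may reflect a library of low complexity. The tumor Il17ra KO columns had 49.3% as many genes above 0 as tumor control, and among genes of similar level in both MLN groups the share at 0 fell at each step of the tumor control level. Depth alone does not account for it, since thinning a tumor control column to the same depth left 29 genes at 0, against 7590. Few starting molecules are a candidate explanation. Of genes above 0, 9.24% had 1 to 5 reads in tumor Il17ra KO, against 21.3% in the thinned control. At similar control levels, the share at 0 differed by -1.33 percentage points between the longest and shortest 25% of genes and by -1.59 between the highest and lowest 25% of GC content, so that neither accounts for the zeros. The columns shared 1.56 times the zeros that chance gives, which cannot test independent loss, because the columns were counted as 1 sample. A biological loss of these genes was not separated from a library of low complexity.

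Over all genes that passed the filter, the lower splicing genes cannot be told apart from this general loss. Their median was at the 10.5th percentile of lists matched on the tumor control level. It was at the 20.7th percentile with GC content matched as well and at the 49.7th with gene length, and these could not tell GC content or length apart from the level. Matching on the mean of all 8 columns, as set before the data were examined, put it at the 0th percentile, and that mean includes the tumor Il17ra KO values. Among genes above 0 in all 8 columns, where no gene is lost, the median of 248 splicing genes was -0.29, at the 1.09th percentile of lists matched on the tumor control level, of which 95% lay between -0.27 and -0.0073. Matched on GC content as well it was at the 2.05th percentile, and matched on gene length as well at the 34.5th. The number at least 2-fold lower was 46, and the lists had a median of 46, with 95% between 34 and 58. The filter depends on the tumor Il17ra KO values and leaves out the splicing genes that fell to 0, so that these tests do not decide whether loss of genes to 0, GC content or gene length accounts for the lower median.

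The 2 columns of each group did not behave as random parts of the reads of 1 library. The median chi-square was at most 0.64 times that of a random split, and the mean chi-square was above that of a random split in each group. Columns that hold the 2 ends of the same read pairs would give a median below that of a random split, and the lowest ratio over the 4 groups was 0.18. The higher means were not accounted for, so that this explanation was not decided, and no other was tested.

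The paper reports a lower tumor Treg signature in Il17ra KO from single-cell data. In the bulk table, the sum of the 9 signature genes was 36862 in tumor control and 36719 in tumor Il17ra KO, and 6928 and 13260 in the MLN groups. The median log2 ratio of the 9 genes in the tumor was 0.01 with the authors' size factors and -0.44 in RPM, so that its sign depends on the scaling. Ccl5 was listed at 0 in tumor Il17ra KO and at 589 normalized counts in control, and Crem had a log2 ratio of -0.77. Cxcr6 had a log2 ratio of 0.81.

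Of the receptor genes, Il17rc was listed at 0 in tumor Il17ra KO and at 104 normalized counts in tumor control, and Il17re was at 471 and 102. In MLN control these were at 1.91 and 21.6. Il17rb was at 74.8 in tumor Il17ra KO, 83.3 in tumor control and 26.7 in MLN control. Cd93 was at 97.1 and 32.7 in the tumor groups and listed at 0 in all MLN columns, and Il17rd was listed at 0 in tumor Il17ra KO and at 9.51 in tumor control, near the floor of 3 reads. Foxp3 was at 740 in tumor Il17ra KO and 1138 in tumor control. The paper names epithelial cells among the targets of IL-17. The sum of 10 epithelial markers was 26308 normalized counts in tumor control and 194 in MLN control. Which cells the receptor reads of the tumor columns came from cannot be told from the bulk values. From single-cell data the paper reports Junb, Stat3, Itgav, the partner integrin of Itgav, Cd81 and Nr4a3 as lower in tumor Il17ra KO. In the bulk table Junb (log2 ratio -0.36), Itgav (-1.15) and Cd81 (-1.35) were lower in the tumor, Nr4a3 was higher (0.64), and the intervals of Stat3 (0.012) and Itgb8 (0.48) spanned 0. Of the other genes the paper names in its text or in Supplementary Table 1, Gzmb (0.55), Mt1 (0.75), Areg (0.37), Tff1 (0.38), Odc1 (0.19) and Penk (0.084) were higher, Ikzf2 (-0.87), Bcl2 (-1.17) and Got1 (-0.19) were lower, and the interval of Ctla4 (-0.03) spanned 0. In its Supplementary Table 1, from single cells, the paper lists Gzmb, Mt1, Areg, Tff1, Odc1, Penk, Ikzf2 and Got1 as lower and Bcl2 as higher in tumor Il17ra KO. Bach2 was at 11.8 in tumor control, near the floor of 3 reads, and listed at 0 in tumor Il17ra KO, and its interval spanned 0. In RPM, which shifts log2 ratios in the tumor by -0.46 before the pseudocount, the direction reversed for Areg, Tff1, Odc1, Penk and Stat3. It reversed for these and for Bcl2 and Il17rb with quantile normalization. No explanation was tested for these genes.

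The largest falls in the tumor among genes at 5 or more in every column were of Slc39a7 (log2 ratio -6.13), Rnasek (-5.79) and Ighv1-53 (-5.17), and in the MLN of Ighv1-9 (-4.32), Traj30 (-3.92) and Ighv1-18 (-3.69).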
